# Lack of 14-3-3 proteins in *Saccharomyces cerevisiae* results in cell-to-cell heterogeneity in the expression of Pho4-regulated genes *SPL2* and *PHO84*

**DOI:** 10.1186/s12864-017-4105-8

**Published:** 2017-09-06

**Authors:** Janneke H.M. Teunissen, Marjolein E. Crooijmans, Pepijn P.P. Teunisse, G. Paul H. van Heusden

**Keywords:** *Saccharomyces cerevisiae*, 14-3-3 proteins, *SPL2*, *PHO84*, *PHO* regulon, Gene expression, Potassium starvation

## Abstract

**Background:**

Ion homeostasis is an essential property of living organisms. The yeast *Saccharomyces cerevisiae* is an ideal model organism to investigate ion homeostasis at all levels. In this yeast genes involved in high-affinity phosphate uptake (*PHO* genes) are strongly induced during both phosphate and potassium starvation, indicating a link between phosphate and potassium homeostasis. However, the signal transduction processes involved are not completely understood. As 14-3-3 proteins are key regulators of signal transduction processes, we investigated the effect of deletion of the 14-3-3 genes *BMH1* or *BMH2* on gene expression during potassium starvation and focused especially on the expression of genes involved in phosphate uptake.

**Results:**

Genome-wide analysis of the effect of disruption of either *BMH1* or *BMH2* revealed that the mRNA levels of the *PHO* genes *PHO84* and *SPL2* are greatly reduced in the mutant strains compared to the levels in wild type strains. This was especially apparent at standard potassium and phosphate concentrations. Furthermore the promoter of these genes is less active after deletion of *BMH1*. Microscopic and flow cytometric analysis of cells with GFP-tagged *SPL2* showed that disruption of *BMH1* resulted in two populations of genetically identical cells, cells expressing the protein and the majority of cells with no detectible expression. Heterogeneity was also observed for the expression of GFP under control of the *PHO84* promoter. Upon deletion of *PHO80* encoding a regulator of the transcription factor Pho4, the effect of the *BMH1* deletion on *SPL2* and *PHO84* promoter was lost, suggesting that the *BMH1* deletion mainly influences processes upstream of the Pho4 transcription factor.

**Conclusion:**

Our data indicate that that yeast cells can be in either of two states, expressing or not expressing genes required for high-affinity phosphate uptake and that 14-3-3 proteins are involved in the process(es) that establish the activation state of the *PHO* regulon.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4105-8) contains supplementary material, which is available to authorized users.

## Background

Ion homeostasis is an essential property of living organisms. The intracellular concentrations of ions must be tightly regulated because ions like H^+^, K^+^, Fe^2+^, Ca^2+^ and PO_4_^2−^ affect important processes and activities in many cellular systems. On the other hand, high Na^+^ concentrations are toxic for cells. Deficiencies in cation homeostasis are linked to many diseases, such as Alzheimer’s disease [1] and epilepsy [2]. Properties of ion homeostasis in plants determine their ability to grow in environments with very low or high concentrations of salts and nutrients. However, ion homeostasis is only partly understood. The yeast *Saccharomyces cerevisiae* is an excellent model organism to study ion homeostasis (for reviews see [3–5]). In this yeast the intracellular potassium concentration is relatively high at 200–300 mM, in contrast, the intracellular Na^+^ concentration is low, around 20 mM. Recently, the effect of potassium starvation has been studied at a transcriptional level [6, 7]. We identified 105 genes of which the RNA levels were significantly (*P* < 0.01) up-regulated more than 2.0-fold and 172 genes of which the mRNA levels were significantly down-regulated more than 2.0-fold [7]. It was found that several genes involved in phosphate metabolism were up-regulated during potassium starvation, indicating a link between potassium homeostasis and phosphate metabolism [7, 8].

Intracellular phosphate levels are maintained by an interplay between low- and high-affinity phosphate transporters (for review see: [9, 10]). At high phosphate levels, the low affinity phosphate transporters Pho87 and Pho90 are responsible for phosphate uptake. Under these conditions the Pho4 transcription factor is inactive following phosphorylation by the cyclin – cyclin-dependent kinase complex Pho80 – Pho85 [11, 12]. Upon phosphate shortage the Pho80 – Pho85 complex is inactivated, the Pho4 transcription factor becomes de-phosphorylated and enters the nucleus resulting in expression of a number of genes involved in phosphate uptake (*PHO* genes) [13]. These genes include among others *PHO5*, encoding an extracellular phosphatase [14], *PHO84*, encoding a high affinity phosphate transporter [15] and *SPL2*, encoding a protein with similarity to cyclin-dependent kinase inhibitors which down-regulates low-affinity phosphate transporters [16, 17]. Evidence has been provided that during potassium starvation *PHO* genes are activated by a similar mechanism as during phosphate starvation and that the entire *PHO* signaling pathway is required for regulation of *PHO84* expression [8].

14-3-3 proteins are regulatory proteins identified in all eukaryotic organisms often in multiple isoforms capable of binding to hundreds of phosphorylated proteins (for review see: [18–21]). The yeast *S. cerevisiae* has two genes encoding 14-3-3 proteins, *BMH1* and *BMH2* [22–25]. As 14-3-3 proteins participate in many signal transduction processes it is likely that they also have a role in the regulation of the *PHO* genes. It has been hypothesized that physiological changes in phosphate concentrations can modulate the affinity and specificity of interaction of 14-3-3 with its multiple targets [26]. This may implicate a role of 14-3-3 proteins in phosphate sensing mechanisms and thus in the regulation of the *PHO* genes. To further understand the control of the expression of *SPL2* and *PHO84* and the possible involvement of 14-3-3 proteins in a follow-up to our previous study [7] we investigated the effect of deletion of *BMH1* or *BMH2* on the transcriptional response to potassium starvation. These experiments revealed a very low expression of the *PHO* genes *PHO84* and *SPL2* at standard phosphate and potassium concentrations, indicating that 14-3-3 proteins are indeed involved in the regulation of *PHO* genes. We further present evidence that deletion of *BMH1* results in heterogeneity in expression of *PHO* genes in genetically identical yeast cells.

## Methods

### Strains, plasmids, primers, media and culture conditions

In this study the yeast strain BY4741 and strains derived from BY4741 were used, as listed in Table 1. Plasmids and primers used in this study are listed in Tables 2 and 3, respectively. For cultivation of yeast at defined potassium concentrations YNB medium containing very low concentrations of alkali metal cations, developed by the Translucent consortium, was used [27]. If required, histidine, leucine, methionine and/or uracil were added to a final concentration of 20 mg/L. For cultivation at defined phosphate concentrations phosphate-free YNB medium (Formedium, UK) was used. If required, potassium phosphate (pH 5.8) was added to a final concentration of 7.2 mM and potassium chloride was added to a final concentration of 50 mM. To study the effects of potassium starvation yeast strains were grown overnight at 30 °C in supplemented Translucent YNB medium containing 50 mM KCl. This culture was used to inoculate two times 50 ml of supplemented YNB medium containing 50 mM KCl yielding A_620nm_ 0.1. These cultures were grown to A_620nm_ 0.5 and cells were isolated by centrifugation. Cells from one culture were washed twice with supplemented YNB medium containing 50 mM KCl and resuspended in 50 ml supplemented YNB medium containing 50 mM KCl. Cells from the other culture were washed twice with supplemented YNB medium lacking KCl and resuspended in 50 ml supplemented YNB medium lacking KCl. Both cultures were incubated at180 rpm at 30 °C for 60 min. In a similar way the effects of phosphate starvation were studied. Yeast transformations were performed using the lithium acetate method [28].

**Table 1:** Yeast strains used in this study

Strain	Genotype	Source/Reference
BY4741	*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*	Euroscarf
bmh1Δ (GG3240)	*bmh1Δ::loxP* in BY4741	This study
bmh2Δ (GG3241)	*bmh2Δ::loxP* in BY4741	This study
pho80Δ (GG3432)	*Δpho80::*KAN.MX in BY4741	This study
bmh1Δ pho80Δ (GG3433)	*bmh1Δ::loxP Δpho80::*KAN.MX in BY4741	This study
BY4741 SPL2-GFP (GG3434)	*SPL2-GFP (HIS3)* in BY4741	This study
bmh1Δ SPL2-GFP (GG3435)	*bmh1Δ::loxP SPL2-GFP (HIS3)* in BY4741	This study
bmh2Δ SPL2-GFP (GG3444)	*bmh2Δ::loxP SPL2-GFP (HIS3)* in BY4741	This study
BY4741 (pRS305) (GG3436)	*leu2Δ0*::pRS305(*LEU2*) in BY4741	This study
BY4741 (P_PHO84_-GFP) (GG3437)	*leu2Δ0*::pRS305[P_PHO84_-GFP](*LEU2*) in BY4741	This study
BY4741 (P_CYC1_-GFP) (GG3438)	*leu2Δ0*::pRS305[P_CYC1_-GFP](*LEU2*) in BY4741	This study
bmh1Δ (pRS305) (GG3439)	*bmh1Δ::loxP leu2Δ0*::pRS305(*LEU2*) in BY4741	This study
bmh1Δ (P_PHO84_-GFP) (GG3440)	*bmh1Δ::loxP leu2Δ0*::pRS305[P_PHO84_-GFP](*LEU2*) in BY4741	This study
bmh1Δ (P_CYC1_-GFP) (GG3441)	*bmh1Δ::loxP leu2Δ0*::pRS305[P_CYC1_-GFP](*LEU2*) in BY4741	This study
BY4741 (pRS305[PHO4]) (GG3442)	*leu2Δ0*::pRS305[PHO4](*LEU2*) in BY4741	This study
bmh1Δ (pRS305[PHO4]) (GG3443)	*bmh1Δ::loxP leu2Δ0*::pRS305[PHO4](*LEU2*) in BY4741	This study

**Table 2:** Plasmids

Plasmid	Properties	Source/Reference
pRS316	Yeast centromeric plasmid. *URA3* marker.	[52]
pRS316[P_PHO84_-GFP-T_PHO84_] (pRUL1336)	pRS316 containing the *PHO84* promoter (600 bp), GFP and the *PHO84* terminator (436 bp)	This study
pRS316[P_CYC1_-GFP-T_CYC1_] (pRUL1339)	pRS316 containing the *CYC1* promoter (300 bp), GFP and the *CYC1* terminator (220 bp)	This study
pRS316[P_SPL2_-GFP-T_SPL2_] (pRUL1354)	pRS316 containing the *SPL2* promoter (647 bp), GFP and the *SPL2* terminator (324 bp)	This study
pUG6	Plasmid containing the KAN.MX casette for gene disruptions	[53]
pUG36	Centromeric plasmid to make N-terminal GFP fusions.	Güldener and Hegemann, unpublished
pRS305	Yeast integration plasmid. *LEU2* marker.	[52]
pRS305[P_PHO84_-GFP-T_PHO84_] (pRUL1359)	pRS305 containing the *PHO84* promoter (600 bp), GFP and the *PHO84* terminator (436 bp)	This study
pRS305[P_CYC1_-GFP-T_CYC1_] (pRUL1360)	pRS305 containing the *CYC1* promoter (300 bp), GFP and the *CYC1* terminator (220 bp)	This study
pRS313	Yeast centromeric plasmid. *HIS3* selection marker.	[52]
pRS313[PHO4](pRUL1334)	pRS313 containing *PHO4*	[7]
pRS313[BMH1] (pRUL1330)	pRS313 containing a 3.2 kb genomic DNA fragment with *BMH1*	I.G. Anemaet, unpublished results
pRS305[PHO4] (pRUL1358)	pRS305 containing *PHO4*	This study
YCplac33	Yeast centromeric plasmid. *URA3* marker	[54]
YCplac33[BMH1]	YCplac33 with a 3.2 kb genomic DNA fragment with *BMH1*	[55]

**Table 3:** Primers

Primer	Sequence (5′- 3′)
Bmh1-kanMX- Fw	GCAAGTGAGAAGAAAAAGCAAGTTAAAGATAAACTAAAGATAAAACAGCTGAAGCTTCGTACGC
Bmh1-kanMX-Rv	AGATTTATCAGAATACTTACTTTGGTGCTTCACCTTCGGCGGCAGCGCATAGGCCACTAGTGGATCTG
Bmh2-kanMX-Fw	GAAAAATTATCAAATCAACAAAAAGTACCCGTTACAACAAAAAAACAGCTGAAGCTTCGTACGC
Bmh2-kanMX-Rv	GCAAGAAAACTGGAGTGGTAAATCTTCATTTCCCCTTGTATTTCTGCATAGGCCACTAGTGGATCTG
PHO84-qPCR-Fw	ACAACCTTG TTGATCCCAG AA
PHO84-qPCR-Rv	TGCTTCATGTTGAAGTTGAGATG
SPL2-qPCR-Fw	CCGAGGAGATCGCTTCTCTA
SPL2-qPCR-Rv	ACGCTGCGCTCTACTTGAAT
ACT1-qPCR-Fw	CTGCCGGTATTGACCAAACT
ACT1-qPCR-Rv	CGGTGATTTCCTTTTGCATT
PHO80-kanMX-Fw	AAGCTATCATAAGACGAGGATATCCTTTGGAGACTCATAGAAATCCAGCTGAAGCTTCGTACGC
PHO80-kanMX-Rv	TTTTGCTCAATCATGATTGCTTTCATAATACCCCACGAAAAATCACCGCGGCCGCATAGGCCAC
SPL2-GFP-Fw2	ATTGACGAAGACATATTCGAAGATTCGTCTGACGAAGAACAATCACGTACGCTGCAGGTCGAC
SPL2-GFP-Rv	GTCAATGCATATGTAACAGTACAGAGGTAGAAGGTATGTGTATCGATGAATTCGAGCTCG
P-pho84-Fw	AAA GAGCTC AATCAGTATT ACGCACGTTGGT
P-pho84-Rv	AAA ACTAGT CATTTGGATTGTATTCGTGGAGT
T-pho84-Fw	AAA GGATCC TAAAAGCCT CAAAGATGCA CTAA
T-pho84-Rv	AAA GAATTC CTGTCCCACAGGTGCCATTG
P-cyc1-Fw	AAA GAGCTC GTTCATTTGG CGAGCGTTGG
P-cyc1-Rv	AAA ACTAGT CATTATTAATTTAGTGTGTGTATTTG
T-cyc1-Fw	AAA GGATCC TAA ACAGGCCCCT TTTCCTTTGTC
T-cyc1-Rv	AAA GAATTC ATGTTACATGCGTACACGCGT
P-spl2-Fw	AAA GAGCTC TTTACACTGGGATATTACAAGAC C
P-spl2-Rv2	AAA ACTAGT CATCTGTCCAATTTGCCCCTG
T-spl2-Fw	AAA GGATCC TGATTGCATCTCTTAATCGTTACAC
T-spl2-Rv	AAA GAATTC AAAGGGCCAGCGAATGCGCG
GFP-Fw	AAA ACTAGT ATGTCTAAAGGTGAAGAATTATTCA
GFP-Rv	AAA GGATCC TTTGTACAATTCATCCATACCATA
PHO4-Fw	GG GAATTC GTCTCTGTCTAATGCGGTCAC
PHO4-Rv	GG GGATCC GTTCTCTCAAATCTTCCAACTGATC

### Construction of yeast strains

For disruption of *BMH1* and *BMH2* a DNA fragment was generated by PCR on plasmid pUG6 using the primer combinations Bmh1-kanMX-Fw – Bmh1-kanMX-Rv and Bmh2-kanMX- Fw -- Bmh2-pUG6-Rv, respectively. These DNA fragments were used to transform BY4741 and transformants were selected on YPD plates containing 150 μg/ml G418. Correct integration was verified by PCR. The KAN.MX fragment was removed after introduction of pNatCre [29]. For disruption of *PHO80* a DNA fragment was generated by PCR on plasmid pUG6 using the primer combinations PHO80-kanMX- Fw – PHO80-kanMX- Rv. This DNA fragment was used to transform BY4741 and bmh1∆ and transformants were selected on YPD plates containing 150 μg/ml G418. Correct integration was verified by PCR.

To tag chromosomal *SPL2* at its 3′-end with GFP a PCR fragment was generated using the primer combination SPL2-GFP-Fw2 - SPL2-GFP-Rv and plasmid pYM28 [30] as template. This fragment was used to transform BY4741, bmh1∆ and bmh2Δ yielding the histidine prototrophic strains BY4741 SPL2-GFP, bmh1∆ SPL2-GFP and bmh2∆ SPL2-GFP, respectively. Correct integration was verified by PCR.

For integration of pRS305 or plasmids derived from pRS305 BY4741 or bmh1∆ were transformed with these plasmids and leucine prototrophic transformants were selected. Yeast strains carrying plasmids were obtained by transforming parental strains with the appropriate plasmids followed by selection for uracil prototrophy.

### Construction of plasmids

Reporter plasmids to analyze promoter activity were generated from pRS316. A fragment with the GFP coding sequences and restriction sites for *Spe*I and *BamH*I at the ends was generated by PCR using the primer combination GFP-Fw -- GFP-Rv and pUG36 as template. This fragment was ligated into pRS316 after digestion with *Spe*I and *Bam*HI. DNA fragments with restriction sites for *Sac*I and *Spe*I at the ends containing sequences of the promoter of *PHO84*, *SPL2* and *CYC1* were obtained by PCR on genomic BY4741 DNA using the primer combinations P-pho84-Fw -- P-pho84-Rv, P-spl2-Fw -- P-spl2-Rv2 and P-cyc1-Fw -- P-spl2-Fw, respectively. DNA fragments with restriction sites for *Bam*HI and *Eco*RI at the ends containing sequences of the transcription terminator of *PHO84*, *SPL2* and *CYC1* were obtained by PCR on genomic BY4741 DNA using the primer combinations T-pho84-Fw -- T-pho84-Rv, T-spl2-Fw -- T-spl2-Rv2 and T-cyc1-Fw -- T-cyc1-Fw, respectively. The promoter fragments were ligated in pRS316 containing GFP using the restriction enzymes *Sac*I and *Spe*I, whereas terminator fragments were ligated after digestion with *Bam*HI and *Eco*RI, yielding pRS316[P_PHO84_-GFP-T_PHO84_], pRS316[P_SPL2_-GFP-T_SPL2_] and pRS316[P_CYC1_-GFP-T_CYC1_]. The position of the start codon of *SPL2* is unclear. The coding region of *SPL2* is annotated between coordinates 375,100 and 374,654 of chromosome VIII (SGD, www.yeastgenome.org). 

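In the S288C reference used here (build R64), SPL2 (YHR136C) occupies the same coordinates on the minus strand. Its coding sequence is 447 bp long, which is 149 codons with the stop codon. It holds 2 CATG sites, and CATG is the sequence at which SAGE tags are anchored. PHO84, the gene of the high-affinity phosphate transporter, is YML123C, chromosome XIII from 24037 to 25800, also on the minus strand.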

Ten bp upstream of the annotated start codon an out of frame ATG sequence exists making the annotated start codon less likely to be the genuine start codon. Therefore a more likely start codon is located 85 bp downstream of the annotated start codon. This problem has been mentioned before (supplementary data in: [31]). 

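In the reference sequence the A of the annotated ATG of SPL2 is base 375100 of chromosome VIII. The A of the out of frame ATG upstream is base 375110. The next ATG in the frame of the annotated one starts at base 375016, 84 bp from A to A. An out of frame ATG lies between them at base 375053, and a further ATG in frame starts at base 374998.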

For our promoter constructs we considered this downstream ATG as the start codon.

pRS305[P_PHO84_-GFP-T_PHO84_] and pRS305[P_CYC1_-GFP-T_CYC1_] were made by transferring the *Sac*I – *Hind*III fragments containing the promoter, GFP and terminator from pRS316[P_PHO84_-GFP-T_PHO84_] and pRS316[P_CYC1_-GFP-T_CYC1_], respectively, to pRS305. pRS305[PHO4] was prepared by transferring a *Bam*HI – *Sal*I fragment with *PHO4* from pRS313[PHO4] to pRS305.

### Transcriptome analysis by SAGE-tag sequencing and qRT-PCR

Cultivation of BY4741, bmh1∆ and bmh2∆, isolation of RNA and SAGE-tag sequencing was done as described previously [7]. At least 1.0 million matching reads per sample were obtained by SAGE-tag sequencing. qRT-PCR was performed as described earlier [7]. 

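In each library the values below 100 steps are all whole multiples, within a tolerance of 0.01 step, of a step equal to the smallest value above 0 divided by 2. Between 46.2% and 51.0% of them are odd multiples. The depth was estimated as if 1 step were 1 read, which is not claimed to give read counts. On this basis bmh1∆ had 6237952 to 19334173 reads per library at 50 mM KCl and 13437133 to 107579363 at 0 mM KCl. The bmh2∆ libraries had 10353246 to 12842532 reads at 50 mM KCl and 12910762 to 13766555 at 0 mM KCl.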

To measure transcript levels of *PHO84* and *SPL2* primer combinations PHO84-qPCR-Fw -- PHO84-qPCR-Rv and SPL2-qPCR-Fw -- SPL2-qPCR-Rv, respectively, were used. Transcript levels were normalized against expression of *ACT1*, measured using the primer combination ACT1-qPCR-Fw -- ACT1-qPCR-Rv.

### Confocal microscopy and flow cytometry

Yeast cells were grown in potassium- or phosphate-free YNB medium supplemented with KCl, potassium phosphate, histidine, methionine, uracil and leucine, when required. For image acquisition a Zeiss LSM 5 Exciter-AxioImager M1 confocal microscope with a Plan-Aprochromat objective (63X/1.4 Oil DIC) and Zeiss ZEN 2009 software were used. GFP was imaged with excitation at 488 nm and emission at 505–530 nm. Adobe Photoshop software was used to increase the visibility of the GFP signals and cells by linear adjustments of intensities. For flow cytometry, a Merck-Millipore Guava EasyCyte 5 Flow Cytometer was used. Fluorescence was determined after excitation at 488 nm and using the standard green 525/30 nm emission filter. For each analysis 5000 cells were used.

## Results

### Levels of *PHO84* and *SPL2* RNA are strongly reduced in *bmh* mutants

Our previous study showed that potassium starvation resulted in a strong induction of genes like *PHO84* and *SPL2* known to be activated at low phosphate conditions. In order to address the role of 14-3-3 proteins in the expression of *PHO* genes we analyzed the effect of potassium starvation on the genome-wide transcript profiles of *bmh1*∆ and *bmh2*∆ deletion strains. To this end these strains were grown in potassium-free YNB medium supplemented with 50 mM KCl [27]. Exponentially growing cells were transferred to medium containing 50 mM KCl or lacking KCl and grown for 60 min. 

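BMH1 and BMH2 encode the major and the minor 14-3-3 protein. BMH2 (YDR099W) was between 197 and 505 RPM, the unit of Table 4, in the bmh1∆ libraries and at most 0.291 RPM in the bmh2∆ libraries. BMH1 (YER177W) was at 1397 ± 829 RPM in bmh1∆ and 4499.6 ± 596 RPM in bmh2∆ at 50 mM KCl (SD, n = 3). Additional file 3 places the BMH1 tags of bmh1∆ downstream of the open reading frame, so this tag does not check the deletion. In SAGE-tag sequencing a short tag beside a CATG site of each cDNA is read and matched to a gene. The deposited values are RPM of 6053 genes in 12 libraries, 3 for each strain and KCl concentration. BY4741 libraries were not used here, and BY4741 levels are given only as the paper's. The 5278 genes with at least 3 RPM in at least 3 libraries were tested with limma on log2(RPM + 1), with a mean for each of the 4 groups and p values adjusted by Benjamini-Hochberg. The column names of 4 bmh1∆ libraries give lane 1 and an index, GGATAT and CTATAG at 50 mM KCl and GTCACG and TGCACT at 0 mM KCl. The other bmh1∆ libraries, B50 and B0, and all bmh2∆ libraries, C, D and E, are named by a letter. In bmh2∆ all libraries at 50 mM KCl and C0 were in lane 5 and D0 and E0 in lane 6, as was B0, while B50 was alone in lane 7. In the deepest libraries, B0 and GTCACG, 0 and 1 of the 6053 genes lay below the sum of the other libraries named the same way, with a tolerance of 0.5 step. For the other libraries scaled to the same depth this held for 9.14% to 46.7% of genes. If B0 and GTCACG hold the reads of those libraries, they are not independent replicates, and all bmh1∆ values at 0 mM KCl are affected.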

RNA was isolated for transcriptome analysis by Serial Analysis of Gene Expression (SAGE)-tag sequencing. The complete dataset is given in Additional file 1. Although the variation in expression between the different replicates was larger than usual, the data did show a strong reduction in the level of *PHO84* and *SPL2* RNA in the *bmh1*∆ and *bmh2*∆ deletion strains (Table 4). This effect is most apparent at standard potassium concentrations (50 mM KCl). 

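PHO84, the high-affinity phosphate transporter, was at 2.19 ± 1.31 RPM in bmh1∆ and 5.55 ± 0.470 RPM in bmh2∆ at 50 mM KCl (SD, n = 3). The paper's BY4741 level is 50 ± 27 RPM (SD, n = 4), so that the mean was 4.38% of the paper's BY4741 mean in bmh1∆ and 11.1% in bmh2∆. SPL2, which takes part in the down-regulation of low-affinity phosphate transport, was at 2.69 ± 0.202 RPM in bmh1∆ and 6.79 ± 0.783 RPM in bmh2∆ (SD, n = 3). Beside the paper's 31 ± 5 RPM in BY4741 (SD, n = 4), these are 8.68% and 21.9%. The difference from BY4741 was not tested here. Over all tested genes, the median SD of log2(RPM + 1) at 50 mM KCl was 0.745 in bmh1∆ and 0.244 in bmh2∆, and at 0 mM KCl it was 0.509 and 0.320. From the levels in Table 4 the paper states that PHO84 and SPL2 RNA is strongly reduced in both deletion strains.

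**Figure D1:**
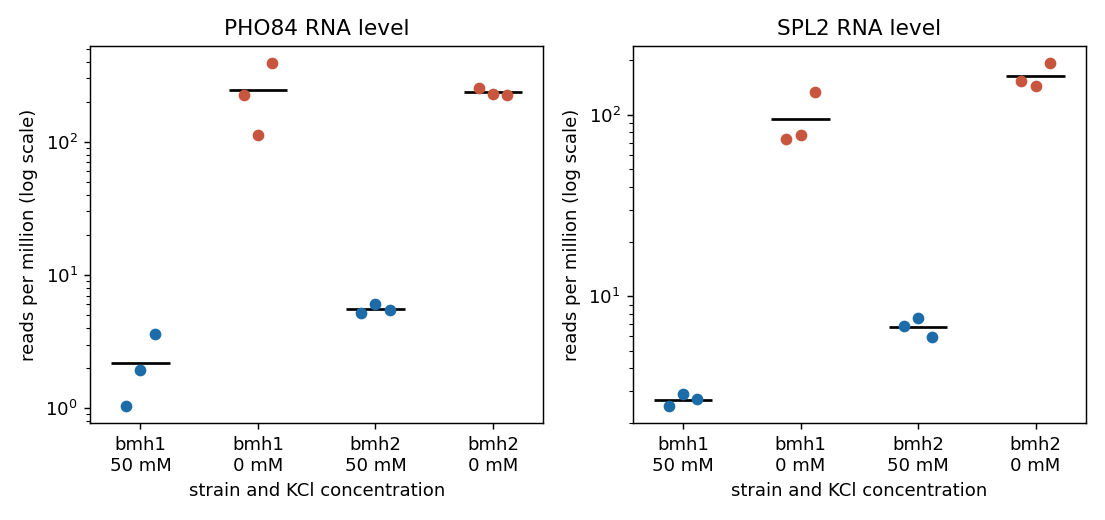
RNA level of PHO84 and SPL2 in RPM on a log axis, by strain and KCl concentration. Each point is a library and each line the mean of 3, and every library at 0 mM KCl lies above every library of the same strain at 50 mM KCl.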

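At 0 mM KCl PHO84 was at 243 ± 139.6 RPM in bmh1∆ and 235 ± 15.6 RPM in bmh2∆ (SD, n = 3), beside the paper's 516 ± 214 RPM in BY4741 (SD, n = 4). SPL2 was at 95.1 ± 33.6 RPM in bmh1∆ and 163 ± 26.1 RPM in bmh2∆, beside the paper's 224 ± 69 RPM. The log2 ratio of the PHO84 mean to the paper's BY4741 mean was -4.51 at 50 mM and -1.08 at 0 mM KCl in bmh1∆, and -3.17 and -1.13 in bmh2∆. For SPL2 the log2 ratio was -3.53 at 50 mM and -1.24 at 0 mM KCl in bmh1∆, and -2.19 and -0.46 in bmh2∆. Whether these ratios differ between the KCl concentrations was not tested. The bmh1∆ means at 0 mM KCl include the libraries B0 and GTCACG, whose PHO84 levels were 113 and 226 RPM against 391 RPM in the library with index TGCACT.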

Other *PHO* genes like *VTC2, GDE1,VTC1, VTC3, PHO89*, *PHO8* and *PHM6* were affected as well by the *bmh1* deletion, but these differences were not significant (Additional file 2). 

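At 50 mM KCl the bmh1∆ mean of GDE1, a glycerophosphocholine phosphodiesterase, was 22.8% of the paper's BY4741 mean, that of VTC2 52.8%, that of VTC1 35.2% and that of VTC3 22.6%. The VTC genes encode subunits of the vacuolar polyphosphate synthase. PHO89, a sodium-phosphate cotransporter, was at 42.2%, PHO8, the vacuolar alkaline phosphatase, at 39.0% and PHM6 at 35.8%. Of the 22 genes of Additional file 2, 14 had a bmh1∆ mean below the paper's BY4741 mean, 8 of them by more than the larger SD. These differences from BY4741 were not tested.
On potassium starvation PHO8 rose by 2.19 (standard error 0.34, adjusted p = 0.013) on the log2 scale in bmh1∆ and by 2.53 (adjusted p = 0.0034) in bmh2∆. VTC3 rose by 2.64 (standard error 0.53, adjusted p = 0.047) in bmh1∆, and in bmh2∆ its log2 fold change was 2.00 (adjusted p = 0.051). PHM8, PHM6 and HOR2, a glycerol-3-phosphate phosphatase, rose in bmh2∆ by 2.31 (adjusted p = 0.042), 2.27 (adjusted p = 0.024) and 1.60 (adjusted p = 0.021). Of the 19 tested genes of this list, 4 were higher in bmh1∆ and 6 in bmh2∆, PHO84 and SPL2 among them. Adjusted over the list alone, 10 were higher in bmh1∆, and 10 were higher and 1 was lower in bmh2∆. The paper took the list from an earlier study of phosphate regulation, but its means on these samples were known, so the counts are not independent evidence. With the sequencing run as a term, chosen after seeing the data, 12 were higher in bmh1∆, and 12 were higher and 1 was lower in bmh2∆. Among the higher were VTC3 in bmh2∆ (adjusted p = 5.6e-04), PHO5 (adjusted p = 0.0015 in bmh1∆ and 9.6e-05 in bmh2∆) and PHO11 (adjusted p = 0.0038 and 3.1e-04). The term leaves the log2 fold changes of starvation unchanged and alters only the estimate of the error. In limma's camera test with a preset correlation the list was higher in bmh1∆ (adjusted p = 1.9e-08) and in bmh2∆ (adjusted p = 8.4e-07). This was lost in both strains, with adjusted p = 0.18 and adjusted p = 0.21 with an estimated correlation. PHO8 did not pass in bmh1∆ without CTATAG or without GTCACG (adjusted p = 0.068 and 0.061). Neither PHO8 nor VTC3 passed when the bmh1∆ libraries were fitted alone, where PHO84 and SPL2 were the only genes to pass. VTC3 did not pass in bmh1∆ when any one of the libraries GGATAT, B50, GTCACG and TGCACT was left out (adjusted p = 0.13, 0.054, 0.15 and 0.17). In bmh2∆ PHM6 and PHM8 did not pass when any one of the 6 libraries was left out (adjusted p up to 0.1 and 0.17), nor did HOR2 when D50, E50, C0 or E0 was left out (adjusted p up to 0.11).

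**Figure D2:**
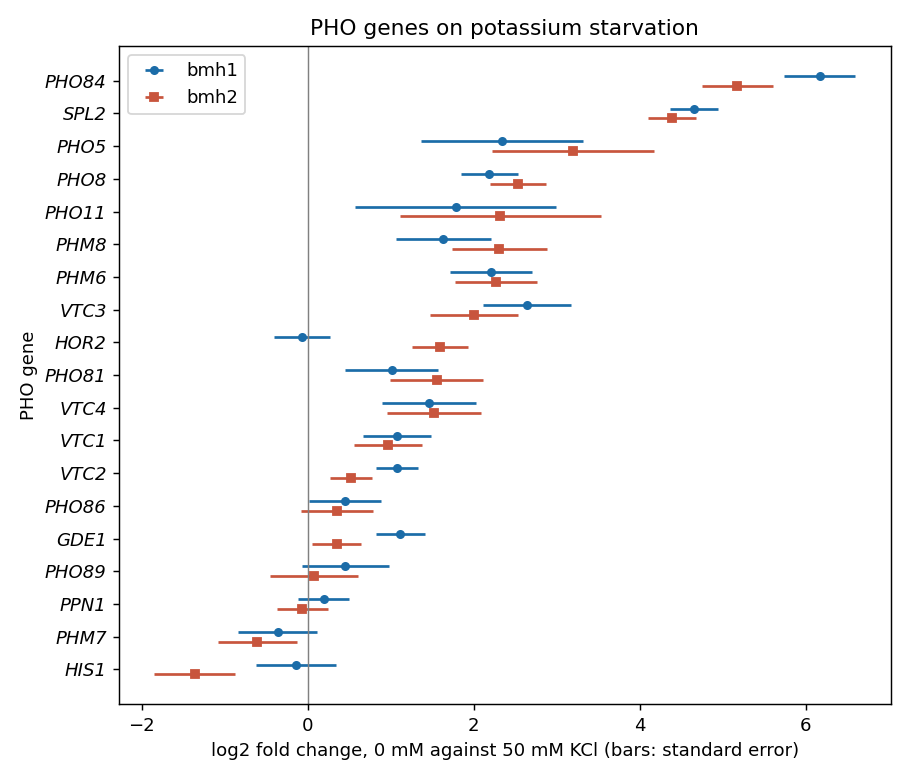
Log2 fold change between 0 and 50 mM KCl of the 19 tested PHO genes in bmh1∆ (circles) and bmh2∆ (squares), with bars for the standard error. PHO84 and SPL2 have the largest values in both strains.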

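Between the strains at 50 mM KCl, IKS1, a putative protein kinase gene, was higher in bmh2∆ at 41.6 ± 9.37 RPM than in bmh1∆ at 8.43 ± 1.00 RPM (SD, n = 3). Its log2 difference was 2.16 (standard error 0.31, adjusted p = 0.037). YLR154C-H, an open reading frame within the ribosomal DNA, was lower in bmh2∆ at 2.17 ± 0.139 RPM than in bmh1∆ at 35.2 ± 4.94 RPM (SD, n = 3), with a log2 difference of -3.50 (standard error 0.44, adjusted p = 0.015). The deleted BMH2 was lower in bmh2∆ with a log2 difference of -8.45 (adjusted p = 3.2e-07). No other gene passed in limma, beside 874 genes at an unadjusted p under 0.05. At 0 mM KCl BMH2 alone passed, with a log2 difference of -8.21 (adjusted p = 4.4e-07). Without library B50, 1342 genes passed at 50 mM KCl. The bmh1∆ libraries there are then all of lane 1, so strain and sequencing run cannot be told apart. In the main fit they are told apart only through B50, since no bmh2∆ library is of lane 1. Without GGATAT, CTATAG, C50 or E50 neither IKS1 nor YLR154C-H passed (adjusted p from 0.11 to 0.36). IKS1 did not pass in 9 of 18 alternatives. Among them were the run as a term, chosen after seeing the data, quantile normalization, median-of-ratios scaling and only the groups compared.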

Few other genes were found to be affected by the *BMH1* or *BMH2* deletion. The RNA levels of 10 genes were significantly (*P* < 0.01) increased or decreased more than 2.0-fold in the *bmh1∆* mutant after growth at standard potassium concentration. 

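XBP1, a repressor of cyclin genes, was at 22.6 ± 2.66 RPM in bmh1∆ at 50 mM KCl (SD, n = 3), 251% of the paper's BY4741 mean. The mitochondrial phosphatidate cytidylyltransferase gene TAM41 was at 227% of the paper's BY4741 mean, MSC1 at 224% and the peptide transporter gene PTR2 at 215%. The low-affinity iron transporter gene FET4 was at 16.6 ± 8.97 RPM, 21.3% of the paper's BY4741 mean, and MFA1, which encodes the pheromone a-factor, was at 2064 ± 467 RPM, 42.3%. TMA10 was at 20.7%, ATG16, an autophagy gene, at 23.0% and the sorbitol dehydrogenase gene SOR2 at 43.8%. The BY4741 side of each ratio is the paper's, and no test was made.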

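RSC9, a component of the RSC chromatin remodeling complex, was at 126 ± 25.5 RPM in bmh2∆ at 50 mM KCl (SD, n = 3), 285% of the paper's BY4741 mean. The polyamine oxidase gene FMS1 was at 73.0 ± 15.1 RPM, 281% of the paper's BY4741 mean. The catalase A gene CTA1 was at 205% and SPG5, required for proteasome assembly during quiescence, at 208%. These ratios to the paper's values were not tested.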

In the *bmh2*∆ strain the RNA level of 6 genes were significantly affected (Additional file 3). 

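In the strain with the other deletion, bmh1∆, RSC9 was at 58.1 ± 28.0 RPM, FMS1 at 25.3 ± 12.8 RPM, CTA1 at 7.27 ± 2.50 RPM and SPG5 at 99.6 ± 47.2 RPM (SD, n = 3). In bmh2∆, XBP1 was at 8.41 ± 5.68 RPM, FET4 at 61.5 ± 6.46 RPM, MFA1 at 4419.7 ± 664 RPM and TMA10 at 293 ± 230.0 RPM (SD, n = 3). Of the 15 tested genes of Additional file 3, BMH2 alone passed the test between the strains at 50 mM KCl. Adjusted over the list alone, 7 were higher and 4 were lower in bmh2∆ than in bmh1∆. The paper chose these genes on these samples, so the list is not independent evidence.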

A different set of genes was found for the *bmh1* and *bmh2* deletions, but for some genes the effect was apparent in both mutants, although not significant. The effect of the *bmh1* deletion on *PHO84* and *SPL2* could be confirmed by qRT-PCR (Table 5). The effect of the *bmh1* deletion can be complemented by introduction of a wild type *BMH1* allele on a centromeric plasmid (YCplac33[BMH1]) (Table 5). Introduction of this plasmid in a wild type strain resulted in up-regulation of the *SPL2* and *PHO84* expression in line with a role of *BMH1* in the regulation of these genes (Table 5).

**Table 4:** Effect of *bmh1* and *bmh2* deletion on RNA levels of *PHO84* and *SPL2* (SAGE-tag sequencing)

	RNA level (reads per million) (± SD)					
Gene	BY4741		bmh1Δ		bmh2Δ	
	50 mM (*n* = 4)	0 mM (*n* = 4)	50 mM (*n* = 3)	0 mM (*n* = 3)	50 mM (*n* = 3)	0 mM (*n* = 3)
*PHO84*	50 ± 27	516 ± 214	2 ± 1^a^	243 ± 140	6 ± 0.5^c^	235 ± 16
*SPL2*	31 ± 5	224 ± 69	3 ± 0^b^	95 ± 33	7 ± 1^d^	163 ± 26

^a^Student’s t-test indicated a significant difference between bmh1Δ and BY4741 at 50 mM KCl (*P* = 0.03)

^b^Student’s t-test indicated a significant difference between bmh1Δ and BY4741 at 50 mM KCl (*P* = 0.0002)

^c^Student’s t-test indicated a significant difference between bmh2Δ and BY4741 at 50 mM KCl (*P* = 0.04)

^d^Student’s t-test indicated a significant difference between bmh2Δ and BY4741 at 50 mM KCl (*P* = 0.004)

**Table 5:** RNA levels of *PHO84* and *SPL2* determined by qRT-PCR and complementation by wild type *BMH1*

	RNA level (arbitrary units) (± SD; *n* = 3)			
Strain	*PHO84*		*SPL2*	
	50 mM	0 mM	50 mM	0 mM
BY4741 pRS313^a^	0.18 ± 0.03	1.10 ± 0.20	0.24 ± 0.12	1.50 ± 0.34
bmh1Δ pRS313	0.03 ± 0.01^b^	0.98 ± 0.31	0.05 ± 0.02	1.44 ± 0.21
BY4741 pRS313[BMH1]	1.01 ± 0.01	1.23 ± 0.40	1.05 ± 0.19	2.03 ± 0.22
bmh1Δ pRS313[BMH1]	0.18 ± 0.12	0.78 ± 0.23	0.33 ± 0.16	1.34 ± 0.11

^a^pRS313, empty plasmid control

^b^Student’s t-test indicated a significant difference between bmh1Δ and BY4741 at 50 mM KCl (*P* = 0.01)

### Effect of *bmh1* deletion on the *PHO84* and *SPL2* promoter

RNA levels are influenced by both transcription and degradation. Therefore, we investigated the effect of 14-3-3 deletion on the activity of the *PHO84* and *SPL2* promoter. As the effect of the *BMH1* deletion is stronger than that of the *BMH2* deletion we mainly focused on the former deletion. To this end, we made reporter constructs in the centromeric pRS316 plasmid by inserting GFP under control of *PHO84* or *SPL2* promoter sequences or *CYC1* promoter sequences as a control. 

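At 50 mM KCl the mean level of PHO84 was 2.54-fold higher in bmh2∆ than in bmh1∆ and that of SPL2 2.52-fold higher. Each bmh2∆ library lay above each bmh1∆ library for both genes (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In limma the log2 difference was 1.12 (standard error 0.43, adjusted p = 0.24) for PHO84 and 1.07 (standard error 0.29, adjusted p = 0.17) for SPL2, and neither passed. SPL2 passed without library B50 (adjusted p = 0.026), in a range over all alternatives up to 0.58. Without B50 all bmh1∆ libraries at 50 mM KCl come from lane 1 and no bmh2∆ library does. Strain and sequencing run cannot be told apart in that fit, and in the main fit only through B50. Both genes passed with arrayWeights, but the estimate of these weights did not converge and 3397 genes passed with them, so this carries little weight.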

Expression of *CYC1*, encoding isoform 1 of Cytochrome c, is not significantly affected by potassium starvation [7]. These reporter plasmids were introduced in wild type and *bmh1*∆ deletion strains and GFP expression was determined after growth at 50 and 0 mM KCl by flow cytometry. As shown in Table 6 the *PHO84* promoter has an approx. 2-fold lower activity in the *bmh1*∆ mutant, whereas the *SPL2* promoter is more than 4-fold less active. These results indicate that the lower levels of *PHO84* and *SPL2* RNA are at least partly caused by a lower transcription. The increase in RNA levels of *PHO84* and *SPL2* (Tables 4 and 5) upon potassium starvation is also reflected in the activation of the promoters during potassium starvation (Table 6).

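On potassium starvation PHO84 rose by 6.17 (standard error 0.43, adjusted p = 4.3e-05) on the log2 scale in bmh1∆ and by 5.17 (standard error 0.43, adjusted p = 1.1e-04) in bmh2∆. SPL2 rose by 4.65 (standard error 0.29, adjusted p = 2.2e-05) in bmh1∆ and by 4.39 (standard error 0.29, adjusted p = 2.7e-05) in bmh2∆. Each gene was higher in all 3 libraries at 0 mM KCl than in all 3 at 50 mM KCl in both strains (exact two-sided permutation test, p = 0.1, the smallest that this design allows). The change was not shown to differ between the strains, with an interaction of -0.99 (adjusted p = 0.99) for PHO84 and -0.26 (adjusted p = 0.99) for SPL2. Without the libraries B0 and GTCACG, left out after seeing the data, the log2 fold change in bmh1∆ was 7.02 for PHO84 and 5.19 for SPL2, which rests on TGCACT as the only library at 0 mM KCl and is no replicated test.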

**Table 6:** Activity of the *PHO84*, *SPL2* and *CYC1* promoter determined by flow cytometry using GFP reporters

	GFP fluorescence (arbitrary units) (± SD; *n* = 3)	
Strain	50 mM	0 mM
Experiments *PHO84*		
BY4741 P_PHO84_– GFP–T_PHO84_	30 ± 1	58 ± 2
BY4741 P_CYC1_ – GFP–T_CYC1_	198 ± 29	179 ± 8
bmh1Δ P_PHO84_– GFP–T_PHO84_	13 ± 2^a^	37 ± 3
bmh1Δ P_CYC1_ – GFP–T_CYC1_	204 ± 12	146 ± 54
Experiments *SPL2*		
BY4741 P_SPL2_– GFP–T_SPl2_	3.7 ± 1.6	7.1 ± 2.8
BY4741 P_CYC1_ – GFP–T_CYC1_	204 ± 12	219 ± 30
bmh1Δ P_SPL2_– GFP–T_SPL2_	0.8 ± 0.3^b^	2.7 ± 0.5
bmh1Δ P_CYC1_ – GFP–T_CYC1_	131 ± 5	139 ± 24

^a^Student’s t-test indicated a significant difference between bmh1Δ and BY4741 at 50 mM KCl (*P* < 0.001)

^b^Student’s t-test indicated a significant difference between bmh1Δ and BY4741 at 50 mM KCl (*P* = 0.03)

*PHO84* and *SPL2* are regulated by the transcription factor Pho4 [32]. After introduction of our reporter construct for the *PHO84* promoter in a *pho4*∆ deletion strain hardly any GFP fluorescence could be detected (data not shown), confirming the importance of the Pho4 transcription factor for the expression of *PHO84*. When phosphate is available Pho4 is de-activated by phosphorylation by the Pho80 – Pho85 complex. Deletion of *PHO80* results in activation of the *PHO* genes. To investigate the effect of *PHO80* disruption on the activity of the *PHO84* and *SPL2* promoters we introduced the reporter constructs for these promoters into wild type and *bmh1*∆ cells with an additional deletion of *PHO80* and determined GFP fluorescence after growth in the presence of 50 mM KCl. As shown in Table 7, both the *PHO84* and *SPL2* promoters are highly active in the *pho80*∆ mutant. In the *bmh1*∆ *pho80*∆ double mutant the negative effect of the *bmh1* deletion is lost. These data suggest that Bmh1 affects *PHO84* and *SPL2* promoter activity upstream of the Pho4 transcription factor.

**Table 7:** Effect of *pho80* deletion on the activity of the *PHO84*, *SPL2* and *CYC1* promoter

Strain	GFP fluorescence (arbitrary units) (± SD; *n* = 3)		
	*PHO84*	*SPL2*	*CYC1*
BY4741	60 ± 26	5.7 ± 0.9	249 ± 38
bmh1Δ	18 ± 0.8	0.5 ± 0.3	219 ± 31
pho80Δ	1128 ± 176	118 ± 17	155 ± 12
bmh1∆pho80Δ	1528 ± 279	147 ± 23	332 ± 117

### *bmh1* deletion results in heterogenic expression of Spl2-GFP

To analyze the effect of the *bmh1* deletion on the levels and localization of Spl2 at the protein level, we made a C-terminal fusion with GFP by integrating sequences encoding GFP at the 3′-end of the *SPL2* coding region in the wild type, *bmh1*∆ and *bmh2*∆ strains. Determination of GFP levels by flow cytometry in cells grown at 50 mM KCl revealed two populations of cells of the *bmh1*∆ mutant, one population expressing GFP, the other (larger) population not expressing Spl2-GFP (Fig. 1a, left panel). Analysis of the cells by confocal microscopy confirmed that the majority of *bmh1*∆ cells has no expression of Spl2-GFP, whereas a relatively small number of cells has clear Spl2-GFP expression (Fig. 1b). Even by using a high laser power during microscopy Spl2-GFP expression could not be detected in the majority of cells (data not shown). Analysis by flow cytometry of bmh2∆ SPL2-GFP cells showed that a small fraction of the cells lack expression of SPL2-GFP (Fig. 1a, right panel). Similar results were obtained by confocal microscopy (Fig. 1b). The heterogeneity found for bmh1∆ SPL2-GFP cells cannot be explained by a cell cycle-dependent expression of *SPL2* as in both populations single cells, small budded cells and large budded cells are present. Most of the wild type cells expresses Spl2-GFP, only in a few cells Spl2-GFP cannot be detected (Fig. 1b). Similar results were obtained when instead of GFP cyano fluorescent protein (CFP) was used to tag Spl2 (in a typical experiment 84% of the wild type cells showed expression of SPL2-CFP and 42% of the *bmh1*∆ cells showed expression of SPL2-CFP). Heterogenic expression of *SPL2* is consistent with the lower levels of *SPL2* RNA and lower activity of the *SPL2* promoter in the total population of cells. Analysis of dividing cells revealed that almost 100% of the large budded cells has the same expression level in both the mother and the daughter cell after growth at 50 mM KCl (data not shown). This indicates that the expression state is relatively stable.

**Fig. 1:**
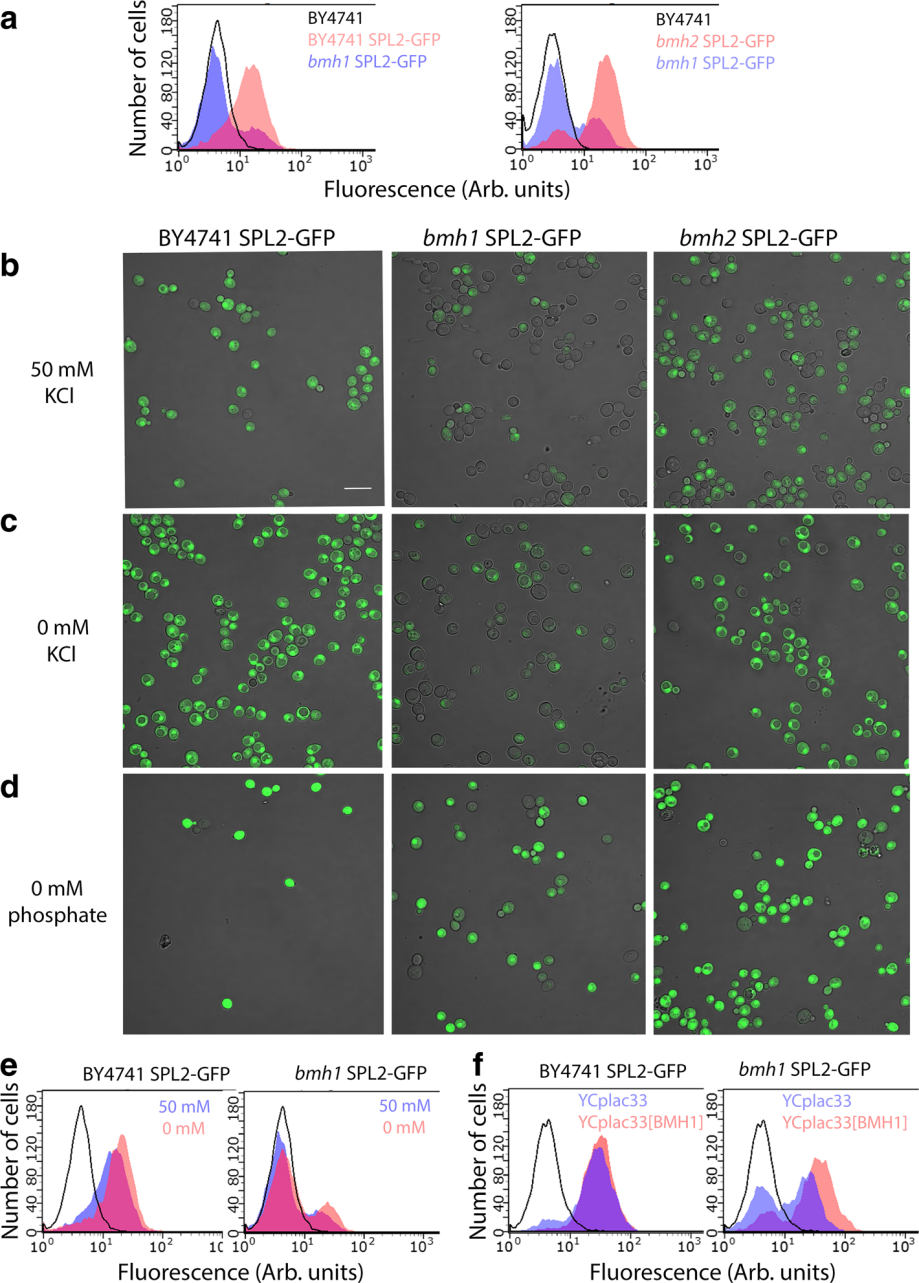
Heterogenic expression of SPL2-GFP in bmh1∆ cells. **a** left panel, flow cytometry of BY4741 cells (line, no fill), BY4741 SPL2-GFP cells (red) and bmh1Δ SPL2-GFP cells (blue) grown in YNB medium with 50 mM KCl; right panel, flow cytometry of BY4741 cells (line, no fill), bmh2Δ SPL2-GFP cells (red) and bmh1∆ SPL2-GFP cells (blue) grown in YNB medium with 50 mM KCl. **b** confocal microscopy of BY4741 SPL2-GFP, bmh1Δ SPL2-GFP and bmh2Δ SPL2-GFP cells grown in YNB medium with 50 mM KCl. Scale bar 10 μm. **c** confocal microscopy of BY4741 SPL2-GFP, bmh1Δ SPL2-GFP and bmh2Δ SPL2-GFP cells grown for 2 h in YNB medium without KCl. **d** confocal microscopy of BY4741 SPL2-GFP, bmh1Δ SPL2-GFP and bmh2Δ SPL2-GFP cells grown for 2 h in YNB medium without phosphate. **e** left panel: flow cytometry of BY4741 cells (line, no fill), BY4741 SPL2-GFP cells grown in YNB medium with 50 mM KCl (blue) or without KCl (red). Right panel: flow cytometry of BY4741 cells (line, no fill), bmh1Δ SPL2-GFP cells grown in YNB medium with 50 mM KCl (blue) or without KCl (red). **f** left panel: flow cytometry of BY4741 cells (line, no fill), BY4741 SPL2-GFP cells containing YCplac33 (blue) and BY4741 SPL2-GFP cells containing YCplac33[BMH1] (red) grown in YNB medium with 50 mM KCl. Right panel flow cytometry of BY4741 cells (line, no fill), bmh1Δ SPL2-GFP cells containing YCplac33 (blue) and bmh1Δ SPL2-GFP cells containing YCplac33[BMH1](red) grown in YNB medium with 50 mM KCl

To address the question whether *bmh1*∆ cells that do not express Spl2-GFP at standard potassium concentrations are able to express SPL2-GFP in the absence of potassium, we cultivated wild type, *bmh1*∆ SPL2-GFP and *bmh2*∆ SPL2-GFP cells at 0 mM KCl. As shown in Fig. 1(c and e) both confocal microscopy and flow cytometry showed that still two populations of cells exist, one population with high expression of Spl2-GFP, the other population with low expression. However, the latter population has a clearly detectable expression, indicating that this population of cells is still capable of expression of SPL2-GFP. It is of interest that the localization of Spl2-GFP is changed upon potassium starvation both in wild type and mutant cells (Fig. 1c). This change in localization was not observed for free GFP expressed under control of the SPL2 promoter (Additional file 4). Cultivation in the absence of phosphate resulted in an even further increased expression of SPL2-GFP in both wild type and mutant strains (Fig. 1d). Introduction of a wild type copy of *BMH1* to *bmh1* SPL2-GFP cells restored the expression of SPL2-GFP to nearly the same level as in BY4741 SPL2-GFP cells, although there are still cells present with no expression, maybe caused by plasmid loss (Fig. 1f).

### Heterogenic expression of *PHO84*

To investigate whether also *PHO84* has an heterogenic expression we transferred the reporter constructs for *PHO84* promoter activity mentioned above into the integrating plasmid pRS305 and integrated these constructs into the genome of wild type and *bmh1*∆ cells. Subsequently, these cells were grown under standard potassium concentrations (50 mM) and then transferred to a medium containing 50 mM KCl or to medium lacking potassium or phosphate. As shown in Fig. 2, at 50 mM KCl in wild type cells two populations of cells are found, one expressing GFP indicating an active *PHO84* promoter, the other population having a low expression of GFP, indicating a less active *PHO84* promoter. Transferring these cells to a medium lacking potassium or phosphate resulted in expression in all cells, indicative for activation of the *PHO84* promoter. At 50 mM KCl the *bmh1*∆ cells show two populations of cells, cells expressing GFP and cells with a very low expression of GFP. By using a high laser power during microscopy, in the latter population of cells GFP could be detected, indicating that in all cells the *PHO84* promoter has at least some activity. However, the expression was considerably lower in *bmh1*∆ cells than in wild type cells. Transferring to a medium without potassium or without phosphate resulted in induction of expression in all cells. However, the induction by low phosphate was much stronger than by low potassium. As a control similar experiments were performed to investigate the effect of the *bmh1*∆ deletion on the *CYC1* promoter. As shown in Fig. 2 (c and d) the *CYC1* promoter is active in all cells in media with 50 mM KCl, as well as in media lacking potassium or phosphate.

**Fig. 2:**
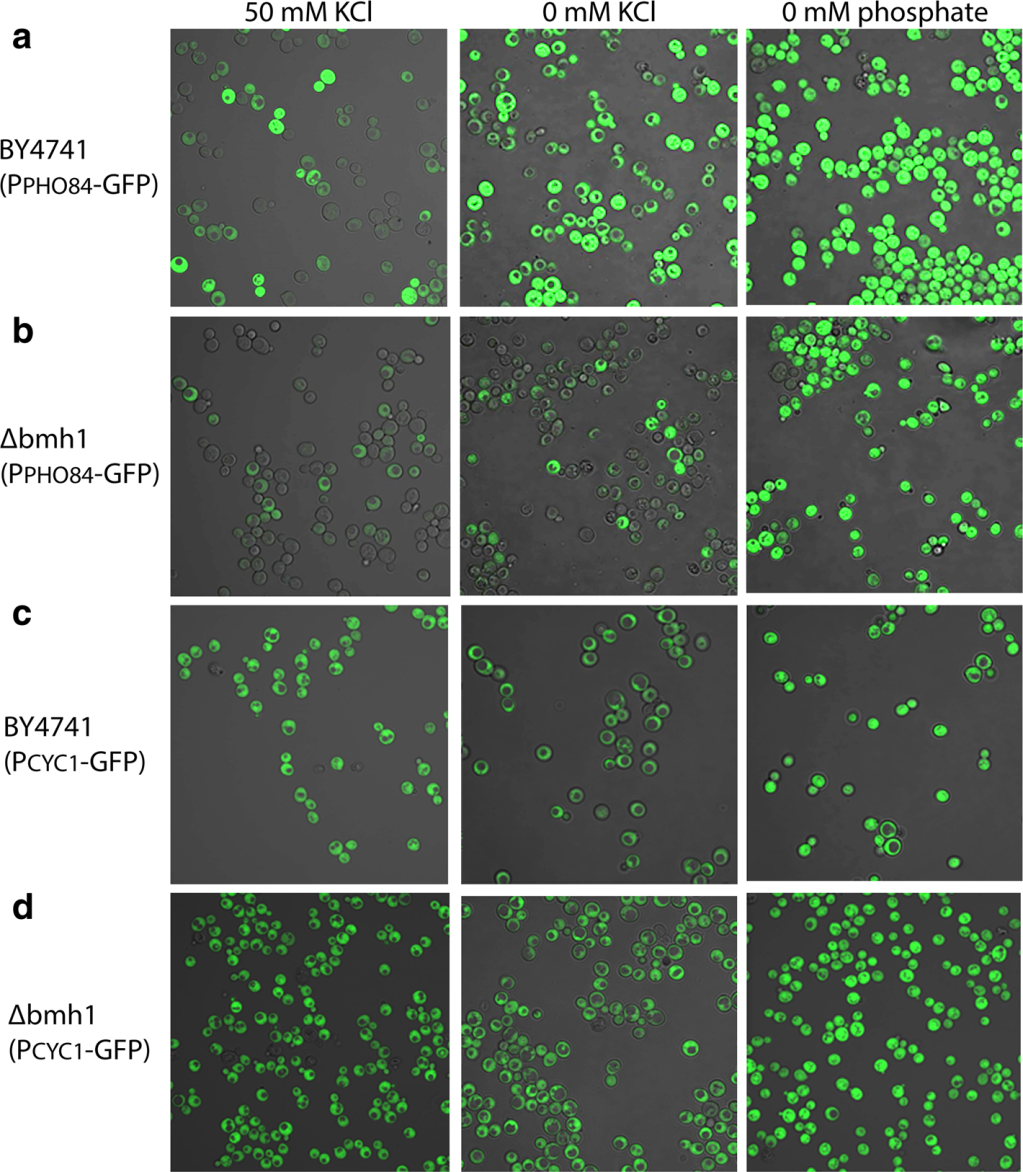
Effect of *bmh1* deletion on the *PHO84* promoter and activation by low potassium or phosphate. **a** confocal microscopy of wild type (BY4741) cells expressing GFP under control of the *PHO84* promoter (BY4741 (P_PHO84_-GFP)) after cultivation in YNB medium with 50 mM KCl, after cultivation for 1 h in YNB medium lacking potassium (0 mM KCl) and after cultivation for 1 h in YNB medium lacking phosphate (0 mM phosphate). **b** confocal microscopy of ∆*bmh1* cells expressing GFP under control of the *PHO84* promoter (∆bmh1 (P_PHO84_-GFP)) after cultivation in YNB medium with 50 mM KCl, after cultivation for 1 h in YNB medium lacking potassium (0 mM KCl) and after cultivation for 1 h in YNB medium lacking phosphate (0 mM phosphate). **c** confocal microscopy of wild type (BY4741) cells expressing GFP under control of the *CYC1* promoter (BY4741 (P_cyc1_-GFP)) after cultivation in YNB medium with 50 mM KCl, after cultivation for 1 h in YNB medium lacking potassium (0 mM KCl) and after cultivation for 1 h in YNB medium lacking phosphate (0 mM phosphate). **d** confocal microscopy of ∆bmh1 cells expressing GFP under control of the *CYC1* promoter (∆bmh1 (P_CYC1_-GFP)) after cultivation in YNB medium with 50 mM KCl, after cultivation for 1 h in YNB medium lacking potassium (0 mM KCl) and after cultivation for 1 h in YNB medium lacking phosphate (0 mM phosphate)

### Effect of an additional copy of *PHO4*

Induction of expression of the *PHO* genes at low phosphate concentrations requires the activation of the transcription factor Pho4. To investigate the effect of an additional copy of the *PHO4* gene on the expression of *SPL2*-GFP we inserted *PHO4* in the integrating vector pRS305 and integrated this vector into the genome of wild type and *bmh1*∆ cells expressing *SPL2*-GFP. The resulting strains were grown at 50 and 0 mM KCl and the expression of Spl2-GFP was analyzed by confocal microscopy and flow cytometry. As shown in Fig. 3 addition of an extra copy of *PHO4* resulted in an increased expression of Spl2-GFP in almost all cells and the absence of heterogeneity in expression. These data suggest that the effect of the *bmh1* deletion is not downstream of Pho4. Quantification of expression by flow cytometry showed that with the additional copy of *PHO4* the expression of SPL2-GFP in the *bmh1*∆ cells is still lower than in the BY4741 cells (BY4741 pRS305: 14.5 ± 0.7; BY4741 pRS305[PHO4]: 43 ± 3, bmh1∆ pRS305: 7.0 ± 0.3, bmh1∆ pRS305[PHO4]: 25 ± 2; arbitrary units, ± SD, *n* = 4).

**Fig. 3:**
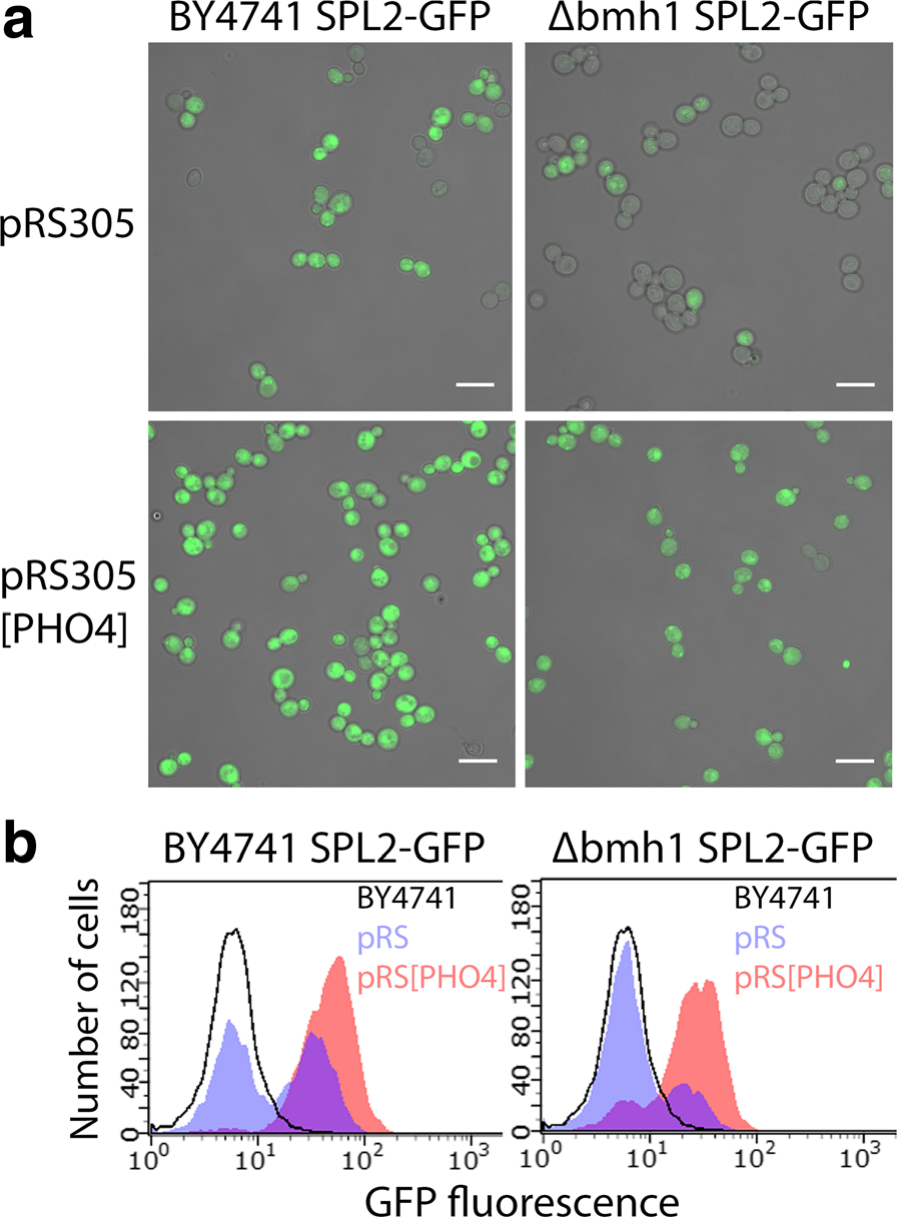
Effect of an additional copy of *PHO4* on SPL2-GFP expression. **a** Confocal microscopy of BY4741 SPL2-GFP and ∆bmh1 SPL2-GFP with integrated pRS305 or pRS305[PHO4] cells grown in YNB medium with 50 mM KCl. Scale bar 10 μm. **b** Flow cytometry of BY4741 SPL2-GFP (left panel) and ∆bmh1 SPL2-GFP (right panel) with integrated pRS305 (blue) or pRS305[PHO4] (red) cells grown in YNB medium with 50 mM KCl. Line, no fill: BY4741 cells

## Discussion and conclusions

Upon potassium starvation mRNA levels of the *PHO84* and *SPL2* genes both related to phosphate metabolism are highly elevated [6–8]. In the present study we showed that deletion of either one of the 14-3-3 genes *BMH1* or *BMH2* resulted in decreased mRNA levels of these genes, especially apparent at standard potassium concentrations (Tables 4 and 5). These lower mRNA levels can partly be explained by a lower activity of the *PHO84* and *SPL2* promoter in the *bmh1*∆ mutant (Table 6). Further analysis at the cellular level by confocal microscopy and flow cytometry revealed that at standard phosphate and potassium concentrations in *bmh1*∆ cells the expression of *SPL2* is highly heterogenic with only a small fraction of the cells having a substantial expression of this gene (Fig. 1). This observation can explain the low levels of mRNA and the low activity of the *PH084* and *SPL2* promoters in the total population of cells (Tables 4, 5 and 6). Upon potassium or phosphate deprivation the expression of these genes is induced in all cells, including those that have little to no expression at standard potassium and phosphate concentrations (Figs. 1 and 2). Analysis of bmh2∆ SPL2-GFP cells showed that a smaller fraction of the cells lack expression of SPL2-GFP. Less effect of the *bmh2*∆ deletion compared to the *bmh1*∆ deletion may be expected as the levels of the Bmh2 protein are 5–10-fold lower than those of the Bmh1 protein [33].

Heterogenic expression of *PHO* genes has been reported before [31]. These authors identified positive and negative feedback loops, leading to bi-stability in phosphate transporter usage and as a result individual cells expressing predominantly either low- or high-affinity transporters. *SPL2* plays a key role in these feedback loops as induction of *SPL2* is necessary and sufficient for *PHO* pathway-dependent down-regulation of low-affinity transporters, causing individual cells to express either low- or high-affinity transporters. The origin of the cell-to-cell variability in gene expression in genetically identical cells is unclear. It may arise from noise in gene expression [31, 34–37]. Research on *PHO5* has provided evidence that nucleosome positioning plays a role in variations in gene expression at the single cell level [38, 39]. Under phosphate-rich conditions, *PHO5* gene expression is very low, and the promoter is occupied by nucleosomes. Upon phosphate starvation, there is a shift to a more nucleosome-free state. However, the small fraction of cells that expresses *PHO5* under phosphate-rich conditions also exhibits this nucleosome-free state [39]. Non-coding RNA may also be involved in the cell-to-cell variation in gene expression [40]. As 14-3-3 proteins have hundreds of binding partners 14-3-3 proteins can potentially influence transcription at different levels. 14-3-3 proteins bind to histone H3 [41] indicating that the effect may be directly at the nucleosome level. It has been shown in mammalian cells that interaction of 14-3-3 proteins with histone H3 leads to transcriptional activation [42]. On the other hand, after deletion of *PHO80* the *PHO84* and *SPL2* promoters are strongly activated, both in the wild type and *bmh1*∆ cells and the effect of the *bmh1* deletion is lost, suggesting that 14-3-3 proteins do not affect processes downstream of Pho4. It has been shown that Pho4 can induce changes in the nucleosome positioning of the *PHO5* gene [43]. Thus, 14-3-3 proteins may influence nucleosome positioning indirectly by affecting the activation state of Pho4. In addition to *PHO84* and *SPL2*, many more genes including *PHO5* are activated by Pho4 during phosphate depletion (Additional file 2). Except for affecting the activation state of Pho4, Bmh1 may also affect transcription of the *PHO* genes at other levels. Recently, it has been shown that in addition to Pho4 the Aft2 transcription factor is involved in the regulation of *SPL2* [44]. However, regulation of this transcription factor by 14-3-3 proteins still has to be shown.

The observation that the interaction between 14-3-3ζ and phosphorylated human HspB6 is destabilized at physiologically relevant phosphate concentrations (5–15 mM) [26], may be of interest. This observation may indicate that modulation of the interaction between 14-3-3 proteins and their interaction partners by phosphate contributes to the regulation of the expression of *PHO* genes. One of the relevant 14-3-3 binding partners is the Kcs1 protein [45–48], an inositol hexakisphosphate and inositol heptakisphosphate kinase [49]. The Pho80 – Pho85 complex is inhibited by Pho81 in conjunction with inositol heptakisphosphate (eIP7) [50]. The function of Kcs1 in phosphate regulation is unclear, but Kcs1 may have a negative effect on the production of eIP7 and may play a role in the establishment of feedback loops stabilizing the activation state of the *PHO* regulon [51]. However, the role of the interaction of Kcs1 with 14-3-3 proteins is unknown.

## Additional files

Additional file 1: Effect of deletion of *BMH1 or BMH2* on the RNA levels after growth in YNB with 50 or 0 mM KCl. (XLSX 1235 kb)

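Additional file 1 gives, for each gene, strain and KCl concentration, the mean and the SD of the RNA level in RPM. For the 1998 genes of it that could be compared here, every mean and SD of bmh1∆ and bmh2∆ came within 0.1% of that computed from the 12 libraries.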

Additional file 2: Effect of *BMH1* and *BMH2* deletion and potassium starvation on RNA levels of *PHO* genes. (PDF 56 kb)

Additional file 3: Genes of which the RNA level increased or decreased significantly (*P* < 0.01) more than 2.0-fold upon deletion of *BMH1* or *BMH2* after growth in YNB with 50 mM KCl. (XLSX 13 kb)

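Additional file 3 sets the mean and SD of each deletion strain beside those of BY4741 at 50 mM KCl, with the P value of the paper's test, the log2 ratio of the means and the level in the other deletion strain. BMH1 is listed there for bmh1∆ with a mark for the position of its tags.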

Additional file 4: Localization of free GFP expressed under control of the *SPL2* promoter after cultivation in the absence of potassium. (PDF 84 kb)

# Supplementary material for: Lack of 14-3-3 proteins in Saccharomyces cerevisiae results in cell-to-cell heterogeneity in the expression of Pho4-regulated genes SPL2 and PHO84
**Source:** BMC Genomics. 2017 Sep 6;18:701. doi: 10.1186/s12864-017-4105-8
**Supplement:** Supplementary file 2 — Effect of BMH1 and BMH2 deletion and potassium starvation on RNA levels of PHO genes.

Additional file 2. Effect of *BMH1* and *BMH2* deletion and potassium starvation on RNA levels of *PHO* genes.

	RNA level (reads per million) ($\pm$ SD)					
Gene ^a	BY4741		bmh1 Δ		bmh2 Δ	
	50 mM	0 mM	50 mM	0 mM	50 mM	0 mM
	(n = 4)	(n = 4)	(n = 3)	(n = 3)	(n = 3)	(n = 3)
<i>PHO84</i>	50 $\pm$ 27	516 $\pm$ 214	2 $\pm$ 1	243 $\pm$ 140	6 $\pm$ 0.5	235 $\pm$ 16
<i>SPL2</i>	31 $\pm$ 5	224 $\pm$ 69	3 $\pm$ 0	95 $\pm$ 33	7 $\pm$ 1	163 $\pm$ 26
<i>GDE1</i>	100 $\pm$ 68	108 $\pm$ 71	23 $\pm$ 4	51 $\pm$ 15	59 $\pm$ 5	77 $\pm$ 20
<i>VTC2</i>	260 $\pm$ 48	552 $\pm$ 79	137 $\pm$ 29	286 $\pm$ 29	220 $\pm$ 21	316 $\pm$ 35
<i>PHO8</i>	31 $\pm$ 15	260 $\pm$ 147	12 $\pm$ 3	59 $\pm$ 14	19 $\pm$ 4	118 $\pm$ 43
<i>PHO5</i>	4 $\pm$ 4	102 $\pm$ 58	11 $\pm$ 8	70 $\pm$ 63	0.8 $\pm$ 0.2	17 $\pm$ 8
<i>PHO11</i>	13 $\pm$ 13	114 $\pm$ 75	23 $\pm$ 20	81 $\pm$ 68	1.5 $\pm$ 0.5	12 $\pm$ 5
<i>PHO12</i>	0.1 $\pm$ 0.1	0.4 $\pm$ 0.6	0.03 $\pm$ 0.06	0.24 $\pm$ 0.07	0.1 $\pm$ 0.2	0.2 $\pm$ 0.3
<i>PHO89</i>	16 $\pm$ 19	29 $\pm$ 13	7 $\pm$ 4	9 $\pm$ 3	8 $\pm$ 2	9 $\pm$ 7
<i>PHO86</i>	221 $\pm$ 97	311 $\pm$ 31	232 $\pm$ 117	286 $\pm$ 51	206 $\pm$ 40	266 $\pm$ 72
<i>PHO81</i>	35 $\pm$ 21	138 $\pm$ 83	29 $\pm$ 17	60 $\pm$ 38	52 $\pm$ 9	156 $\pm$ 30
<i>VTC3</i>	107 $\pm$ 77	531 $\pm$ 297	24 $\pm$ 16	155 $\pm$ 83	26 $\pm$ 5	108 $\pm$ 15
<i>VTC4</i>	74 $\pm$ 37	257 $\pm$ 70	86 $\pm$ 52	214 $\pm$ 99	68 $\pm$ 24	193 $\pm$ 51
<i>VTC1</i>	713 $\pm$ 436	896 $\pm$ 291	251 $\pm$ 120	495 $\pm$ 148	220 $\pm$ 39	497 $\pm$ 22
<i>HOR2</i>	24 $\pm$ 16	27 $\pm$ 15	48 $\pm$ 11	46 $\pm$ 10	20 $\pm$ 5	63 $\pm$ 21
<i>CTF19</i>	0.9 $\pm$ 0.8	0.5 $\pm$ 0.6	0.6 $\pm$ 0.1	0.9 $\pm$ 0.1	0.6 $\pm$ 0.6	0.9 $\pm$ 0.6
<i>HIS1</i>	590 $\pm$ 311	333 $\pm$ 93	616 $\pm$ 338	492 $\pm$ 118	607 $\pm$ 161	236 $\pm$ 67
<i>PPN1</i>	238 $\pm$ 56	311 $\pm$ 71	187 $\pm$ 46	217 $\pm$ 75	315 $\pm$ 5	303 $\pm$ 40
<i>PHM6</i>	11 $\pm$ 6	66 $\pm$ 25	4 $\pm$ 2	21 $\pm$ 11	3 $\pm$ 1	19 $\pm$ 2
<i>PHM7</i>	4 $\pm$ 2	2 $\pm$ 2	7 $\pm$ 4	4 $\pm$ 2	3 $\pm$ 0.2	2 $\pm$ 1
<i>PHM8</i>	16 $\pm$ 9	82 $\pm$ 64	22 $\pm$ 10	80 $\pm$ 66	9 $\pm$ 3	50 $\pm$ 12
<i>KRE29</i>	1.0 $\pm$ 1.2	3 $\pm$ 3	0.3 $\pm$ 0.2	0.7 $\pm$ 0.4	0.2 $\pm$ 0.02	0.6 $\pm$ 0.5

a, The list of *PHO* gens was taken from:

Ogawa N, DeRisi J, Brown PO. New components of a system for phosphate accumulation and polyphosphate metabolism in *Saccharomyces cerevisiae* revealed by genomic expression analysis. Mol. Biol. Cell. 2000;11:4309–21.

# Supplementary material for: Lack of 14-3-3 proteins in Saccharomyces cerevisiae results in cell-to-cell heterogeneity in the expression of Pho4-regulated genes SPL2 and PHO84
**Source:** BMC Genomics. 2017 Sep 6;18:701. doi: 10.1186/s12864-017-4105-8
**Supplement:** Supplementary file 4 — Localization of free GFP expressed under control of the SPL2 promoter after cultivation in the absence of potassium.

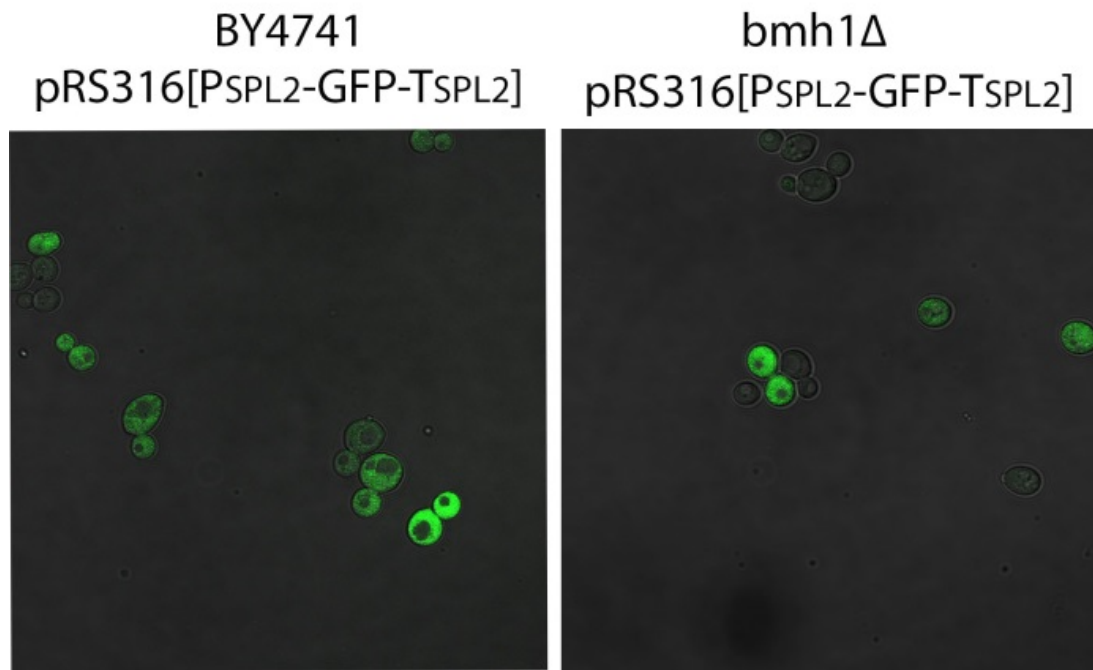

Additional file 4. Localization of free GFP expressed under control of the *SPL2* promoter after potassium starvation. BY4741 and Δ bmh1 cells containing pRS316[P_{SPL2}-GFP-T_{SPL2}] were grown for 2 hrs in YNB medium without KCl.

How the deposited data were processed for this re-analysis (not part of the article)

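RNA was measured by SAGE-tag sequencing in bmh1∆ and bmh2∆ cells kept for 60 min at 50 or 0 mM KCl, with 3 libraries in each of 4 groups. The values are in RPM. Per the file headers the reads were trimmed and tags counted for each annotated gene before the table was made. The authors scaled the RPM values to the reads that matched, which was read from the paper's Table 4 and from the sum of each library, as no header states it. The software, genome build and annotation used to match the tags are not given in the sources used here. Libraries of BY4741 were not used here, and the paper's BY4741 values stand on that side of each ratio. The reference for positions and start codons was the S288C genome of build R64, which is not known to be the one of the authors.

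The libraries were grouped by strain and KCl concentration. Their names carry no replicate number, so bmh1∆ libraries are called by index or letter. If the smallest step of the values were 1 read, the depth would be 6237952 to 107579363 reads per library, and at the lowest of these the step is 0.160 RPM. The table holds 6053 genes, of which 5278 were tested. Genes below the filter of 3 RPM in 3 libraries were left out of the tests.

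Because the values are RPM and not counts, limma was used and no count model, as set before the data were examined. A single fit of log2(RPM + 1) gave the 5 comparisons: 0 against 50 mM KCl in each strain, the difference between these responses (the interaction), and bmh2∆ against bmh1∆ at each KCl concentration. The variance trend and robust options of limma were on, tests were two-sided, and an adjusted p under 0.05 (Benjamini-Hochberg) was taken as passing. PHO84 and SPL2 were also compared by exact permutation. Group levels are means of RPM with the SD.

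The genes named are those of the paper's text, Table 4 and Additional files 2 and 3, CYC1, ACT1 and some PHO regulators, and for each comparison the 10 largest changes in each direction among genes that passed, had a mean of 10 RPM in a group and no overlap between groups. Up to 4 genes that passed are named from each of 27 gene lists. The rule and the lists were set before the data were examined, but the paper's means of these samples had been seen. Lists with at least 5 tested genes were compared with all other genes by camera of limma, with a preset correlation of 0.01 and again with an estimated correlation, and p was adjusted over all lists and comparisons.

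The tests were tried on simulated data with 100 genes changed 4-fold. Of these, limma found 32% for starvation in bmh1∆, 46% in bmh2∆, 14% for the interaction, and 47% and 51% between the strains at 50 and 0 mM KCl. Of 100 genes changed 2-fold it found 0%, 7%, 0%, 2% and 9%. The simulation gave each gene the same spread in all 4 groups, had no difference between runs and changed only more abundant genes. In the data the bmh1∆ libraries spread more than the bmh2∆ libraries, so these shares do not compare the power between the strains.

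The alternatives tried were another pseudocount, a higher or no filter, quantile normalization, median-of-ratios scaling, limma without trend and robust, library weights, a fit of the compared groups alone, other thresholds, the test of the paper on RPM, and leaving out each library. Added after seeing the data were the sequencing run as a term, blocks by culture letter, the lane 1 or the lettered libraries alone, and leaving out B0 and GTCACG. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.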

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

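The prediction on cell cycle transcripts, the scaling test and the comparisons of lists between the strains were set before their results were seen, but the lowered PCL1, CLB6, CLN2, HHF2 and HTA1 had been seen, and the pattern they belong to was chosen for testing only after that.

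The response to potassium starvation of several gene lists differed between bmh2∆ and bmh1∆ in the interaction, by camera with the preset correlation. Genes of mating pheromone response and a-cell identity rose more in bmh2∆ (median interaction 0.50 on the log2 scale, adjusted p = 3.3e-07, 22 of 27 genes above 0), and this held with adjusted p = 0.021 with an estimated correlation. By the preset correlation alone, genes of histones and the cell cycle were lower in the interaction (median -0.96, adjusted p = 0.00175, but adjusted p = 0.39 with an estimated correlation), as were purine and one-carbon genes (median -0.89, adjusted p = 5.7e-04, but adjusted p = 0.39 with an estimated correlation). The same holds for targets of the activator Gcn4 (median -0.37, adjusted p = 0.017, but adjusted p = 0.39 with an estimated correlation) and mitochondrial ribosomal proteins (median -0.53, adjusted p = 0.025, but adjusted p = 0.8 with an estimated correlation). Proteasome genes were higher (median 0.18, adjusted p = 0.026), which was lost with an estimated correlation (adjusted p = 0.33) and under quantile normalization (adjusted p = 0.23). The bmh1∆ side rests on the libraries B0 and GTCACG at 0 mM KCl, which differ from the third in depth and in PHO84 and SPL2 levels. In the third, TGCACT, the members PCL1 and CLN2 of the cell cycle list were below the bmh2∆ mean at 0 mM KCl (1.93 beside 2.53 RPM and 8.26 beside 12.1 RPM), while the histone genes HTA1 and HHF2 were above it (146 beside 45.9 RPM and 135 beside 72.3 RPM). In B0 and GTCACG PCL1 was at 39.8 and 55.6 RPM and HTA1 at 289 and 673 RPM. For PCL1 and CLN2 the difference between the strains is thus not separated from the state of these 2 libraries. If B0 and GTCACG hold reads of other libraries, unstarved ones included, the response in bmh1∆ could appear smaller than it was. Whether they hold such reads stays open below. The interaction of every list named here, the pheromone genes included, is therefore not separated from the state of B0 and GTCACG.

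Several G1/S and histone transcripts fell and 11 of 27 pheromone-response transcripts rose in bmh2∆ on potassium starvation, though the histone and cell cycle list as a whole had adjusted p = 0.22 with an estimated correlation, and in bmh1∆ the median log2 fold change was -1.79 for late G1/S genes and -0.995 for histones, with no gene of them past the threshold in limma. Scaling of the libraries was argued against, since under quantile normalization and median-of-ratios scaling the medians of both lists stayed at no less than 0.960 times their size. Fewer cells passing Start may explain the pattern: genes of M/G1 and early G1, which should then not fall, had a median log2 fold change of 0.27 in bmh2∆ over 9 genes that ranged from -0.68 to 1.04. Late G1/S genes had a median of -3.50 with 5 of 8 lower, histones -3.41 with 3 of 5 lower, and G2/M genes -0.64 over 4 genes that ranged from -1.25 to 0.79. In bmh1∆ the medians of G2/M and of M/G1 and early G1 genes were 0.446 and 0.076, so the G2/M median was not lower there. The distribution of cells over the cycle was not measured here, and a direct effect of starvation or of the pheromone pathway on these genes stays open.

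In 10 genes the libraries at 0 and 50 mM KCl did not overlap in either strain and the direction was opposite, which was not tested, while 401 genes moved without overlap in the same direction in both strains.

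The paper gives the levels of all genes in Additional file 1 and discusses PHO genes and some others. Outside the genes it names, 45 passed for potassium starvation in bmh1∆ and 283 in bmh2∆. Between the strains at 50 mM KCl 2 passed, IKS1 and YLR154C-H, but IKS1 did not pass with the sequencing run as a term.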

How the results depend on the processing

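The run term, the blocks by culture letter, the lane 1, lettered and pair B libraries alone and the fit without B0 and GTCACG were chosen only after the result was seen. The rises of PHO84 and SPL2 on potassium starvation passed in bmh1∆ under all 19 alternatives run (log2 4.96 to 7.02 and 3.65 to 5.19) and in bmh2∆ under all 18 (4.51 to 5.29 and 3.82 to 4.48). The highest values in bmh1∆ are without B0 and GTCACG and rest on 1 starved library. Of the other named genes that passed, none changed direction. Of the 46 that passed in bmh2∆, 16 passed under every alternative, among them PRM3, PRM6, AGA1, FUS1, SAG1, NQM1, YER053C-A, YBR085C-A, CIT3, PDC5, PHO8, GCV2, HPT1 and ARG5,6, and 30 did not pass when 1 library was left out. Of the 20 in bmh1∆, PHO84 and SPL2 alone passed under all alternatives, and 10 did not pass when 1 library was left out.

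The numbers of genes changed were less stable, and except where fewer libraries or another threshold were used the cause was not tested. The main fit shares its estimate of the spread over all 4 groups. The median SD was 0.745 and 0.509 in bmh1∆ at 50 and 0 mM KCl, against 0.244 and 0.320 in bmh2∆. For starvation, the fit of only the groups compared uses the spread of the strain itself. The 51 genes of bmh1∆ became 33 with median-of-ratios scaling, 2 with only the groups compared, 405 with arrayWeights, 460 with the run as a term, 261 with the letter as a random effect, 116 without B0 and GTCACG (31 of them shared, 59 higher and 57 lower, with TGCACT as the only starved bmh1∆ library, so that other groups give the spread), 13 in lane 1 alone and 225 at an unadjusted p under 0.01 with a 2-fold change. The 292 of bmh2∆ became 1263 with only the groups compared, 3372 with arrayWeights, 1062 with the run term, 1254 with a replicate block by culture letter, 1418 with this as a random effect, 480 at the unadjusted p and 509 by the test of the paper. All 51 and all 292 genes passed with the run term as well. The run is balanced over KCl in bmh1∆ and constant in bmh2∆, so the term leaves each starvation log2 fold change unchanged. It alters only the estimate of the error, so passing with it is no separate check of these changes. The replicate block by replicate number that was planned was not run, because the library names carry none, and at 0 and 50 mM KCl the same letter gave r = 0.0713, 0.245 and -0.291 for C, D and E, against -0.595 to 0.533 for other pairs. The interaction, at 0, gave 28 at the unadjusted p. Between the strains at 50 mM KCl the 3 genes became 3397 with arrayWeights, 754 in the lettered libraries, where bmh1∆ has 1 library per group, 223 at the unadjusted p and 129 by the test of the paper, and the gene at 0 mM KCl became 4, 32, 89 and 24. The estimate of the arrayWeights did not converge, so its values are uncertain.

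Leaving out 1 library gave 19 genes in bmh1∆ without GGATAT, 22 without CTATAG, 27 without TGCACT, 31 without GTCACG and 81 without B50. In bmh2∆ it gave 28 without C0, 48 without E50, 53 without D50, 71 without E0, 77 without C50 and 121 without D0. The interaction gave 2 without TGCACT, 3 without D50 and 0 otherwise. At 50 mM KCl 1342 genes passed without B50, 15 without D50 and 1 without any other, and at 0 mM KCl 22 without TGCACT, 4 without B0 and 1 without any other. Without B50, or B0 at 0 mM KCl, the bmh1∆ libraries compared are all of lane 1, so strain and run cannot be told apart. In the main fit they are told apart only through B50 and B0.

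Of the PHO genes of Additional file 2, 4 were higher in bmh1∆, which became 2 with only the groups compared, 7 with arrayWeights, 12 with the run term, 8 with the random effect, 2 in lane 1, 7 at the unadjusted p and 2 without GTCACG to 5 without B0. In bmh2∆ the 6 became 12, 13, 12, 12 (replicate block by letter) and 13, and 3 without D50, E50, C0 or E0 and 4 without C50 or D0. Between the strains at 50 mM KCl, PHO84 passed with arrayWeights (log2 1.63) and in the lettered libraries (1.16, with 1 bmh1∆ library and so without replicates on that side), and SPL2 with arrayWeights (1.18) and without B50 (1.11, in a range from 1.00 to 1.15 over the libraries left out). The correlation of the responses across genes was 0.767 in lane 1, 0.228 with pair B alone and 0.502 without CTATAG to 0.716 without E50. The gene lists that passed fell with an estimated correlation to 1 of 11 in bmh1∆, 1 of 10 in bmh2∆, 1 of 6 for the interaction and 1 of 5 between the strains at 0 mM KCl, where the run term gave 10, and at 50 mM KCl it gave 5 against 0. The change of CYC1 in bmh2∆ ranged from -1.22 without D0 to -0.31 without E0 and passed with arrayWeights alone (-0.95, adjusted p = 9.0e-04). Under no alternative did CYC1 in bmh1∆ or ACT1 pass. CYC1 in bmh1∆ reached 0.66 with the letter as a random effect and 0.58 without CTATAG, and ACT1 in bmh2∆ 0.18 with quantile normalization and 0.12 without D50. The change reversed for CYC1 in bmh1∆ with arrayWeights (-0.17), without B50 (-0.33) and in lane 1 (-0.24), and for ACT1 in bmh1∆ without B0 and GTCACG (-0.039) and in bmh2∆ without C50 (-0.016) or C0 (-0.000773).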

Differences from the paper's values

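The alternatives by sequencing run and culture letter were chosen only after the result was seen. The paper's means for 37 genes in these strains, 118 values in all, were compared with those computed here, and 0 differed by more than the larger SD and by more than 1.5-fold. By the SD alone 3 differed. VTC1 in bmh2∆ at 0 mM KCl is 497 ± 22 RPM in Additional file 2 and 427 ± 22.0 RPM here (SD, n = 3), and the others, SPL2 in bmh1∆ and KRE29 in bmh2∆ at 50 mM KCl, equal the paper's values once rounded as there. The paper states that the BMH1 deletion has the stronger effect. It also reports that fewer cells lack Spl2-GFP in bmh2∆ than in bmh1∆, a protein measure that was not examined here. The comparison here is of RNA between the mutants, not of each deletion against BY4741. At 50 mM KCl PHO84 and SPL2 were lower in bmh1∆ than in bmh2∆, but the difference did not pass in limma (adjusted p = 0.24 and 0.17). Of the alternatives set before the data were examined, both genes passed with arrayWeights, whose estimate did not converge (adjusted p = 9.9e-06 and 8.2e-06), and SPL2 passed without library B50 (adjusted p = 0.026). Without B50, however, strain and sequencing run cannot be told apart at 50 mM KCl, and in the main fit only through B50. Over all alternatives the adjusted p went up to 0.58 for PHO84 and 0.58 for SPL2. In the reference sequence the A of the next in-frame ATG of SPL2 lies 84 bp after the A of the annotated ATG, where the paper gives 85 bp.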

Other observations

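The tests of sequencing runs, cultures, mixed reads, a wrong label and a weaker response, and the fits by run, lane 1 and culture letter, were chosen only after the result was seen. On potassium starvation 51 genes rose and 0 fell in bmh1∆ in limma (618 at an unadjusted p under 0.05). With the bmh1∆ libraries fitted alone, 2 genes passed, PHO84 and SPL2. Under other fits genes fell as well, with 398 higher and 62 lower with the run as a term, 195 and 210 with arrayWeights, which did not converge, and 242 and 19 with the culture letter as a random effect. After PHO84 and SPL2, the largest rises on the log2 scale were of the uncharacterized open reading frame YER053C-A (4.62), RTC3 (4.51), PRM3 (4.30), needed for nuclear fusion in mating, the open reading frame YBR085C-A (3.92), the membrane heat shock gene HSP30 (3.83), the hexose transporter gene HXT4 (3.80), the cell wall glycoprotein gene YGP1 (3.62) and the transaldolase gene NQM1 (3.43). In bmh2∆ 153 genes rose and 139 fell (1016 at an unadjusted p under 0.05). The membrane protein gene YRO2 (5.36) and the pheromone-regulated potassium transporter gene PRM6 (5.33) rose most, with YER053C-A (5.24), NQM1 (4.68), PRM3 (4.61), YBR085C-A (3.84), YGP1 (3.76) and the a-agglutinin gene AGA1 (3.60). The largest falls in bmh2∆ were of TOS6 (-5.24), TOS4 (-3.75), the cohesin gene MCD1 (-3.67), the cyclin genes PCL1 (-4.41), CLB6 (-3.83) and CLN2 (-3.52), the histone genes HHF2 (-3.54) and HTA1 (-3.51), the hexose transporter gene HXT2 (-3.69) and the arginine synthesis gene ARG3 (-3.65). These genes were chosen for passing without overlap between the groups, and their adjusted p was at most 0.047. The bmh1∆ group at 0 mM KCl holds B0 and GTCACG, whose depth was several times that of the other and whose PHO84 and SPL2 levels were lower.

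Of the 43 genes that passed in both strains all were higher, where independent calls would give 1.48. No gene passed as lower in bmh1∆, so a shared lower gene was not possible. The calls are not independent, since both comparisons use the same estimate of the spread of each gene. B0, a starved bmh1∆ library, may also hold reads of the bmh2∆ libraries, so the shared genes may partly be bmh2∆ RNA. Across genes, which are not independent replicates, the changes in the strains had a Pearson r of 0.657 and a Spearman rho of 0.526. The same limit holds for these correlations. With the bmh1∆ libraries of lane 1 alone, which leave out B0, r was 0.767, and with pair B alone 0.228. No gene passed for the interaction in limma (169 at an unadjusted p under 0.05, 28 at an unadjusted p under 0.01 with a 2-fold change). The libraries at 0 and 50 mM KCl did not overlap for 12.6% of genes in bmh1∆ and 40.6% in bmh2∆, and for 20.0% and 18.3% between the strains at 50 and 0 mM KCl, where chance gives 10%. The median change of all genes in bmh1∆ was 0.14, -0.03 after quantile normalization and 0.01 after median-of-ratios scaling, and between the strains at 0 mM KCl it was -0.15, 0.03 and -0.03. CYC1 had log2 fold changes of 0.26 (adjusted p = 0.93) in bmh1∆ and -0.78 (adjusted p = 0.53) in bmh2∆, and ACT1 0.23 (adjusted p = 0.82) and 0.04 (adjusted p = 0.98).

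Among 27 genes of pheromone response and a-cell identity, 4 were higher in bmh1∆ (12 adjusted over the list alone) and 11 in bmh2∆ (21 adjusted over the list alone), and camera with the preset correlation gave adjusted p = 2.4e-11 and 4.7e-17. This was the only list of the 27 that passed in both strains with an estimated correlation as well (adjusted p = 0.006 and 0.0025). Beside PRM3, its members that passed were PRM6 (3.20), AGA1 (2.80) and MFA1 (1.49) in bmh1∆, and PRM6, AGA1 and FUS1 (2.97) were among those in bmh2∆. The agglutinin gene SAG1, of the 2 tested genes of alpha cells, rose by 2.20 (adjusted p = 0.0022) in bmh2∆. Among 49 genes of the general stress response, 4 and 7 were higher in bmh1∆ and bmh2∆ (21 and 18 adjusted over the list alone, adjusted p = 3.2e-12 and 2.6e-07 by camera with the preset correlation, but adjusted p = 0.25 and 0.34 with an estimated correlation), such as TSL1 (2.26) and SOD2 (1.67) in bmh1∆ and HSP104 (1.85) and HSP30 (3.19) in bmh2∆.

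In bmh2∆ 8 of 22 purine and one-carbon genes were lower (13 adjusted over the list alone), with GCV2 (-2.48), ADE8 (-2.48), HPT1 (-2.47) and ADE17 (-2.05), and 5 of 43 targets of Gcn4 (8 adjusted over the list alone), with ARG5,6 (-3.04), ARG1 (-2.96) and ARG8 (-2.74). Of 27 genes of histones and the cell cycle 9 were lower in bmh2∆ (14 adjusted over the list alone). In bmh1∆ no gene of these 3 lists passed in limma, but with the run as a term 3 genes of histones and the cell cycle were lower and 1 higher, and 1 target of Gcn4 was higher. As lists they were lower in both strains by camera with the preset correlation (adjusted p = 6.0e-06 and 5.9e-09 for purine and one-carbon genes, 0.018 and 1.1e-04 for Gcn4 targets and 1.6e-04 and 5.3e-07 for histones and the cell cycle). These 3 lists did not pass with an estimated correlation (adjusted p from 0.21 to 0.39 with an estimated correlation). For Gcn4 targets in bmh1∆ this was lost under quantile normalization (adjusted p = 0.25).

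By camera with the preset correlation, but not with an estimated correlation (adjusted p from 0.17 to 0.39 with an estimated correlation for all lists of this paragraph), lists were also lower in both strains for 113 cytosolic ribosomal protein genes (adjusted p = 8.4e-07 and 4.9e-05), 33 genes of ergosterol and fatty acid synthesis (adjusted p = 2.4e-05 and 0.0026) and 24 genes of ammonium and nitrogen permeases (adjusted p = 0.0016 and 0.0022). In bmh2∆ 2, 3 and 4 of their genes passed (2, 5 and 6 adjusted over the list alone), such as RPL18B (-2.73), RPS26B (-2.63), ERG4 (-1.72), OLE1 (-1.42), GAP1 (-3.15) and GDH1 (-2.32). The respiratory chain (29 genes, adjusted p = 0.027) and glycolysis and fermentation (17 genes, adjusted p = 0.0072) were higher in bmh1∆, the latter with PDC5 (2.38 in bmh1∆ and 2.99 in bmh2∆), and the proteasome list (31 genes, adjusted p = 0.0085) in bmh2∆.

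The other lists did not pass by camera in either strain, with adjusted p of at least 0.066. In bmh1∆ and bmh2∆ the genes higher were 1 and 2 of 29 for the TCA cycle and retrograde genes, with CIT3 (2.95 and 3.28), and 1 and 2 of 25 for the iron regulon, with FET4 (2.00 and 1.58) and 1 lower in bmh2∆. For 15 genes of hexose transport 1 was higher in bmh1∆ and 1 lower in bmh2∆, and of 15 genes of Additional file 3, which the paper chose on these samples, 3 were higher in bmh1∆ and 3 higher and 1 lower in bmh2∆. In bmh2∆ 1 of 27 genes of sulfur assimilation, 1 of 24 of cell wall integrity and 1 of 14 targets of 14-3-3 proteins were higher, and 1 of 75 of ribosome biogenesis, DBP2 (-3.27), was lower. No gene of these 4 lists passed in bmh1∆ in limma, but with the run as a term 5 of sulfur assimilation, 3 of cell wall integrity and 1 of the targets were higher there, so a difference between the strains is not shown. In limma no gene passed in either strain among 17 genes of PHO signalling and low-affinity transport, 22 of potassium and cation transport, 61 of mitochondrial ribosomal proteins, 22 of phospholipid synthesis, 7 of sporulation and the 1 tested gene deleted in BY4741. With the run as a term, genes of all these lists except the last passed, in bmh1∆ 2 of PHO signalling, 1 of potassium transport, 1 of mitochondrial ribosomal proteins, 1 of phospholipid synthesis and 1 of sporulation, all higher. In bmh2∆ the run term gave 1 higher and 1 lower, 2 higher, 4 lower, 1 higher and 4 lower, and 0 in the same order. Adjusted over the list alone, the higher genes of the lists with a gene that passed numbered 5 (TCA cycle), 2 (iron), 1 (hexose transport) and 4 (Additional file 3) in bmh2∆.

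Between the strains at 0 mM KCl camera with the preset correlation placed pheromone genes higher in bmh2∆ (adjusted p = 8.4e-07, and adjusted p = 0.021 with an estimated correlation) and genes of ammonium and nitrogen permeases, purine and one-carbon genes, Gcn4 targets and histones and the cell cycle lower (adjusted p = 0.025, 0.0081, 0.0013 and 0.003). The latter did not pass with an estimated correlation (adjusted p = 0.61, 0.56, 0.3 and 0.39 with an estimated correlation). At 50 mM KCl no list passed by camera (adjusted p of at least 0.073). No bmh2∆ library is of lane 1, so strain and run are told apart only through B50 and B0, and B0 may hold bmh2∆ reads. With the run as a term, chosen after seeing the data, 10 lists passed by camera with the preset correlation at 0 mM KCl and 5 at 50 mM KCl.

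Other splits of 3 libraries against 3 are too few for a share under 0.05. For bmh1∆ 2 of 10 splits called at least as many genes as the real 51, and the highest other, 294, set GGATAT, CTATAG and TGCACT against B50, GTCACG and B0. This points to a structure of the samples that follows the sequencing run in part, and within lane 1 13 genes passed. For bmh2∆ 1 of 10 splits, the real one with 292 genes, reached this number, and the highest other called 0. Between the strains the real splits called 3 and 1 genes at 50 and 0 mM KCl, reached by 1 and 1 of 10, with 0 and 0 as the highest other. For the interaction the real grouping called 0 genes, which all 100 drawn splits reach by construction, so their number decides nothing. The highest of the others called 1692, which points to a structure of the samples.

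The replicates of bmh1∆ varied more than those of bmh2∆. The median absolute log2 difference between lane 1 libraries of a group was 0.366 at 50 mM and 0.353 at 0 mM KCl, near the 0.336 of bmh2∆ pairs, while the library of the other run differed from them by at least 1.82 times as much in both groups, so a difference between sequencing runs may explain the pattern. Differences between the bmh1∆ cultures cannot be told apart from it, because the culture and the run changed together (ratio 3.10 at 50 mM KCl). The lettered libraries are taken as 1 run here although they come from lanes 5, 6 and 7, and B50 is alone in its lane. At 0 mM KCl the lane 1 pair is GTCACG and TGCACT, and the library of the other run is B0. If GTCACG and B0 hold reads of other libraries, which stays open below, their differences do not measure a difference between runs. The values at 50 mM KCl alone then bear on it.

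Lane follows KCl in part in bmh2∆, where D0 and E0 were sequenced in another lane than C0 and the libraries at 50 mM KCl. Within the shared lane PHO84 was at 253 RPM in C0 and at most 6.07 RPM at 50 mM KCl, and SPL2 at 153 and at most 7.55 RPM. With 1 library at 0 mM KCl there, an effect of the lane on the other genes was not tested.

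The deepest libraries, B0 and GTCACG, both of bmh1∆ at 0 mM KCl, showed a smaller response to starvation than the third in PHO84 and SPL2. AGA1 (1031 beside 770.3 RPM) and PRM6 (22.8 beside 11.3 RPM) were higher in B0 than in TGCACT. In bmh2∆ at 0 mM KCl they were at 2199 ± 571 and 57.5 ± 9.02 RPM (SD, n = 3). If B0 holds bmh2∆ reads, these 2 genes therefore do not show the response of its own culture. The tables argue against B0 being a bmh2∆ culture alone, since its BMH2 level was 197 RPM. A weaker response of these cultures stays open, since the BMH1 level, 1.9 times the highest of the other bmh1∆ libraries in B0 and 0.901 times in GTCACG, does not measure the response. A mixture of the other libraries fitted B0 with a relative residual of 0.0341, against at least 0.168 for libraries other than GTCACG, with 53.7% of the weight on 50 mM KCl and 93.1% on bmh2∆ libraries, while GTCACG, at 0.199, did not stand apart. Reads of all other libraries named the same way are a candidate explanation: 0% of the genes of B0 and 0.0165% of GTCACG lay below their sum, and the scaled controls of B0, at 19.6% to 45.9%, all met the bound of 10%, but for GTCACG the control GGATAT, at 9.14%, missed it, so that the prediction, made for both libraries together, stays open. If that sum were taken off, 25.1% and 39.1% of the depth would remain, with PHO84 at 92.8 and 394 RPM, SPL2 at 56.5 and 124 RPM, BMH2 at 668 and 402 RPM and BMH1 at 3191 and 2318 RPM, where the highest of the other bmh1∆ libraries had 2189 RPM and GTCACG itself 1972 RPM. PHO84 and SPL2 would still lie above every bmh1∆ library at 50 mM KCl. If B0 and GTCACG hold such reads, they are not independent replicates. Every bmh1∆ result that uses 0 mM KCl, the interaction included, would then be affected.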
